# Nucleotide-level linkage of transcriptional elongation and polyadenylation

**DOI:** 10.7554/eLife.83153

**Published:** 2022-11-24

**Authors:** Joseph V Geisberg, Zarmik Moqtaderi, Nova Fong, Benjamin Erickson, David L Bentley, Kevin Struhl

**Keywords:** 3' end formation, polyadenylation, RNA polymerase II, transcriptional elongation, cleavage/polyadenylation machinery, Human, *S. cerevisiae*

## Abstract

Alternative polyadenylation yields many mRNA isoforms whose 3’ termini occur disproportionately in clusters within 3’ untranslated regions. Previously, we showed that profiles of poly(A) site usage are regulated by the rate of transcriptional elongation by RNA polymerase (Pol) II (Geisberg et al., 2020). Pol II derivatives with slow elongation rates confer an upstream-shifted poly(A) profile, whereas fast Pol II strains confer a downstream-shifted poly(A) profile. Within yeast isoform clusters, these shifts occur steadily from one isoform to the next across nucleotide distances. In contrast, the shift between clusters – from the last isoform of one cluster to the first isoform of the next – is much less pronounced, even over large distances. GC content in a region 13–30 nt downstream from isoform clusters correlates with their sensitivity to Pol II elongation rate. In human cells, the upstream shift caused by a slow Pol II mutant also occurs continuously at single nucleotide resolution within clusters but not between them. Pol II occupancy increases just downstream of poly(A) sites, suggesting a linkage between reduced elongation rate and cluster formation. These observations suggest that (1) Pol II elongation speed affects the nucleotide-level dwell time allowing polyadenylation to occur, (2) poly(A) site clusters are linked to the local elongation rate, and hence do not arise simply by intrinsically imprecise cleavage and polyadenylation of the RNA substrate, (3) DNA sequence elements can affect Pol II elongation and poly(A) profiles, and (4) the cleavage/polyadenylation and Pol II elongation complexes are spatially, and perhaps physically, coupled so that polyadenylation occurs rapidly upon emergence of the nascent RNA from the Pol II elongation complex.

## Introduction

The 3’ ends of eukaryotic mRNAs are generated during the process of transcriptional elongation by cleavage of the nascent transcript downstream of the coding region followed by addition of a poly(A) tail (Proudfoot et al., 2002; Tian and Manley, 2013; Tian and Manley, 2017; Kumar et al., 2019). Formation of 3’ ends is mediated by a multiprotein cleavage/polyadenylation (CpA) complex that performs both steps. Alternative polyadenylation gives rise to many 3’ mRNA isoforms differing by the position at which the poly(A) tail is added. The poly(A) profile of a typical yeast gene has ~50 mRNA isoforms with 3’ endpoints occurring within an ‘end zone’ of ~200 nt (Ozsolak et al., 2010; Moqtaderi et al., 2013; Pelechano et al., 2013). The 3’ untranslated region (3’ UTR) is a modular entity that is sufficient to determine the poly(A) profile (Lui et al., 2022). Although mRNA isoforms with neighboring 3’ ends usually have similar properties, they can differ dramatically with respect to mRNA stability, structure throughout the 3’ UTR, and association with Pab1, the poly(A)-binding protein (Geisberg et al., 2014; Moqtaderi et al., 2018).

Although polyadenylation occurs at numerous sites within the 3’ UTR, it rarely occurs within coding regions (Moqtaderi et al., 2013) and introns (Berg et al., 2012), even though these are usually much larger. This apparently paradoxical observation has implications for the specificity and mechanism of the CpA machinery, and hence, the poly(A) profile. Polyadenylation in yeast cells is associated with a degenerate sequence motif consisting of a long AU-rich stretch, followed by short U-rich sequences that flank several A residues immediately downstream of the cleavage site (Guo and Sherman, 1996; Moqtaderi et al., 2013). It has been suggested that long AU-rich stretches, which are not encountered until after coding regions, are important for restricting polyadenylation to 3’ UTRs (Lui et al., 2022). In metazoan mRNAs, an AAUAAA sequence is specifically recognized by the CpA complex (Chan et al., 2014; Schönemann et al., 2014; Sun et al., 2018), and it contributes significantly to determining where polyadenylation occurs. However, given its high frequency in the transcriptome, AAUAAA cannot be the only determinant of poly(A) sites.

The large number of 3’ mRNA isoforms for individual genes indicates that the CpA machinery has relatively low sequence specificity. In addition, as previously noted and shown explicitly here, 3’ isoform endpoints tend to occur in clusters within the 3’ UTR. Such clustering, which is related to microheterogeneity, is usually explained by imprecision of the CpA machinery in the vicinity of a sequence recognition element (e.g. AAUAAA) and/or a preferred cleavage site.

Polyadenylation is intimately connected to the process of transcriptional elongation in vivo (Nag et al., 2007; Pinto et al., 2011; Liu et al., 2017; Cortazar et al., 2019; Goering et al., 2021), and transcriptional pausing increases polyadenylation in vitro (Yonaha and Proudfoot, 1999). An intact RNA tether between RNA polymerase II (Pol II) and the poly(A) site is required for efficient 3’ end processing (Bird et al., 2005; Rigo et al., 2005). Furthermore, cleavage of the nascent mRNA not only leads to polyadenylation but is also the key step that initiates the processes of transcriptional termination and subsequent export of polyadenylated mRNAs from the nucleus (Connelly and Manley, 1988; Kim et al., 2004; West et al., 2004; Luo et al., 2006). In general, each nascent mRNA molecule is cleaved and polyadenylated just once, so the poly(A) profile represents an ensemble of independent events. However, at some human genes, it has been suggested that longer isoforms can be retained in the nuclear matrix and be processed into shorter poly(A) isoforms (Tang et al., 2022). In considering the link between elongation and polyadenylation, a key issue is the location of elongating Pol II, and hence, the length of accessible RNA at the time of cleavage and subsequent polyadenylation.

The poly(A) profiles of most yeast genes are altered in cells expressing Pol II derivatives with altered elongation rates (Geisberg et al., 2020). In all cases, the same poly(A) sites are used but to different extents. Two slow Pol II mutants each cause a 5’ shift in poly(A) site use, with the slower mutant giving rise to a greater upstream shift. In contrast, each of two fast Pol II mutants causes a 3’ shift in preferred poly(A) sites, although the magnitude of this shift is less pronounced, and fewer genes are affected. These altered poly(A) profiles are due to the Pol II elongation rate because strains with reduced Pol II processivity but normal elongation rates have poly(A) profiles indistinguishable from wild-type strains (Geisberg et al., 2020; Yague-Sanz et al., 2020). Yeast cells undergoing the diauxic response have poly(A) profiles remarkably like those mediated by slow Pol II mutants, indicating the physiological relevance of Pol II elongation rate to poly(A) profiles (Geisberg et al., 2020). Transcription slows down in the vicinity of poly(A) sites, suggesting a functional link between 3’ end processing and elongation (Parua et al., 2018; Cortazar et al., 2019; Eaton et al., 2020). Conversely, elongation rate in metazoans affects alternative poly(A) site choice, with slow Pol II mutants favoring the use of more upstream sites, consistent with a ‘window of opportunity’ model of poly(A) site choice (Liu et al., 2017; Goering et al., 2021). However, the fine structure of metazoan poly(A) site clustering and how it is affected by elongation speed have not been investigated.

The shifts in poly(A) profiles in strains expressing fast or slow Pol II mutants could occur gradually or in jumps throughout the 3’ UTR. Here, we address these possibilities by measuring the ratio of 3’ mRNA isoform levels in the speed-mutant vs. the wild-type Pol II in yeast and human cells. Unexpectedly, in both organisms, the mutant:wild-type ratio of isoform expression changes steadily on a nucleotide basis within isoform clusters, whereas it is only minimally changed between clusters. In yeast cells, DNA sequence preferences 13–30 nt downstream of isoform clusters suggest that DNA sequence elements can affect Pol II elongation, subsequent polyadenylation, and the formation of 3’ mRNA isoform clusters. In human cells, Pol II occupancy increases just downstream of poly(A) sites, suggesting a linkage between reduced elongation rate and isoform clusters. Taken together, our results suggest a spatial, and perhaps physical, coupling between the CpA and Pol II elongation complexes, such that cleavage and polyadenylation occur almost immediately upon emergence/accessibility of the RNA from the Pol II elongation complex.

## Results

### 3’ mRNA isoforms frequently occur in clusters of closely-spaced poly(A) sites

The poly(A) profile of an individual gene is defined by the relative steady-state expression levels of all of its 3’ mRNA isoforms. In previous work, we used the 3’ READS technique to map 3’ mRNA isoforms, and hence poly(A) profiles, in yeast cells expressing wild-type, slow, or fast Pol II derivatives on a transcriptome scale (Geisberg et al., 2020). In yeast, 3’ mRNA isoform endpoints occur across a ~200 nt window within the 3’ UTR. Within this ‘end zone’, visual inspection suggests that isoforms are not randomly distributed but rather appear to occur in clusters of closely-spaced poly(A) sites (Figure 1A). For reasons to become apparent, we formalize this observation by considering the likelihood of cluster formation in randomly distributed isoforms for each gene.

**Figure 1.**
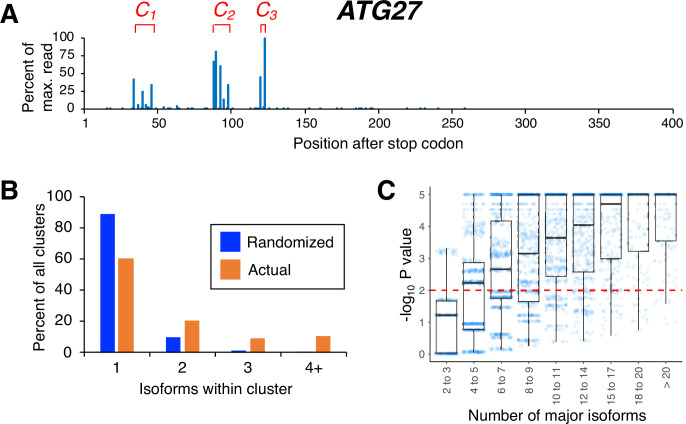
Isoforms in yeast 3’ untranslated regions (UTRs) are clustered. (**A**) Polyadenylation profile of *ATG27*, a typical yeast gene, illustrating that major isoforms appear in clusters (represented as *C_1_*, *C_2_,* and *C_3_* in red lettering). (**B**) Frequency distribution of clusters (all isoforms in cluster ≤4 nt apart) containing the indicated number of isoforms in either the randomized or genomic population. The number and frequency of all clusters were tabulated for 3774 genes (orange bars). Potential isoform positions were then shuffled 100,000 times within each gene’s 3’UTR, and the frequency and number of isoforms for each cluster were tabulated for every shuffled instance. Cluster frequencies were then combined across all 3774 genes and 100,000 shuffled instances/gene (blue bars). (**C**) Median likelihood (−log_10_ P value) that the experimentally observed cluster pattern for genes with the indicated number of major isoforms occurs by chance. Each point represents the probability that a given gene’s experimentally observed cluster frequency pattern is random. Horizontal bars inside boxplots represent the median values, while the top and bottom of each box represent the 25th and 75th percentiles. Values above dashed red line at –log_10_(P)=2 are considered statistically significant.

**Figure 1—figure supplement 1.**
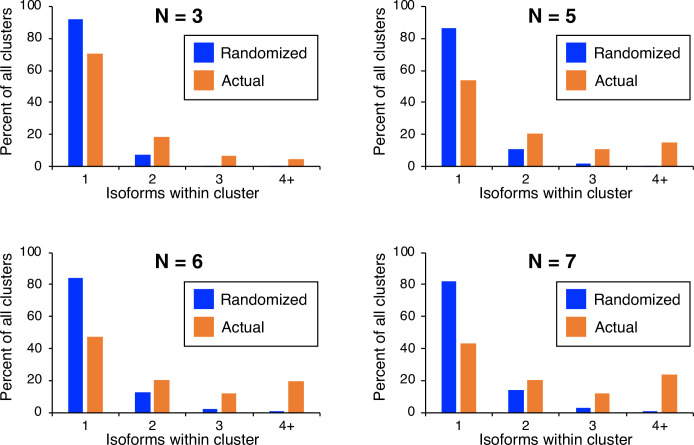
Frequency distributions of naturally occurring and randomized clusters as a function of different cluster definitions. Cluster definition was altered to reflect either lower (n≤3; top left) or higher (n≤5, top right; n≤6, bottom left; n≤7, bottom right) maximal isoform spacing relative to the cluster definition used in Figure 1 (all isoforms in cluster ≤4 nt apart). The number and frequency of all clusters were tabulated for 3774 genes (orange bars). Potential isoform positions were then shuffled 100,000 times within each gene’s 3’ UTR, and the frequency and number of isoforms for each cluster were tabulated for every shuffled instance. Cluster frequencies were then combined across all 3774 genes and 100,000 shuffled instances/gene (blue bars).

**Figure 1—figure supplement 2.**
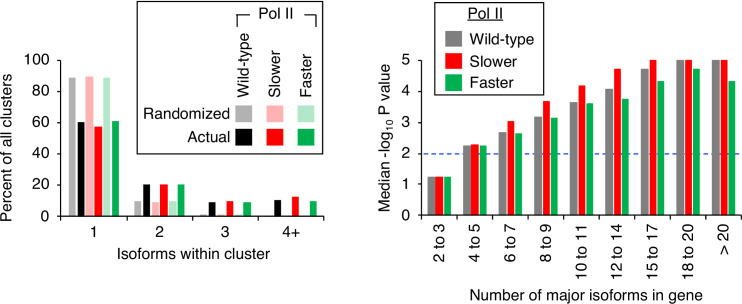
Pol II elongation rate does not affect isoform clustering in 3’ untranslated regions (UTRs). (Left panel) Frequency distribution of clusters (all isoforms in cluster ≤4 nt apart) containing the indicated number of isoforms in either the randomized or genomic population. The number and frequency of all clusters were tabulated for 3774 genes in strains containing either wild-type (black bars), ‘slower’ (dark green bars), or ‘faster’ Pol II (dark red bars). In each strain, potential isoform positions were shuffled 100,000 times within each gene’s 3’ UTR, and the frequency and number of isoforms for each cluster were tabulated for every shuffled instance. Cluster frequencies were then combined across all 3774 genes and 100,000 shuffled instances/gene in each strain (wild-type: gray bars, ‘slower’: light red bars, ‘faster’: light green bars). (Right panel) Median likelihood (−log_10_ p value) that the experimentally observed cluster pattern for genes with the indicated number of major isoforms occurs by chance. Values above dashed black line at –log_10_(P)=2 are considered statistically significant.

In previous work, we defined a 3’ mRNA isoform cluster as a collection of isoforms with closely-spaced 3’ ends and similar half-lives (Geisberg et al., 2014). Here, we consider only the spacing between isoform endpoints, defining an isoform cluster as a group of isoforms in which each 3’ endpoint is no more than four nucleotides from the next (Figure 1A and Supplementary file 1). Our analyses are restricted to ‘major isoforms’ that are expressed at >5% of the level of the gene’s most highly expressed isoform. Major 3’ isoforms account for >97% of overall steady-state mRNA expression. The prevalence of clustered isoform endpoints in each 3’ UTR is far higher than that obtained by randomly distributing the same number of major isoforms over the same window (Figure 1B). The same result is obtained when the definition of a cluster is changed by varying the maximal inter-isoform distance from three to seven nucleotides (Figure 1—figure supplement 1). As expected, 3’ UTRs containing larger numbers of isoforms give rise to wider clusters but also to more complex cluster patterns that are exceedingly unlikely to be observed by chance (Figure 1C). Thus, poly(A) site isoforms occur disproportionately in clusters.

### Distinct patterns of speed-sensitivity within and between clusters in yeast cells

The poly(A) profiles of most yeast genes are altered in yeast strains expressing Pol II derivatives with slow or fast elongation rates (Geisberg et al., 2020). Compared to the poly(A) profile in wild-type cells, poly(A) profiles in slow Pol II strains (‘slow’: F1086S; ‘slower’: H1085Q) are shifted in an upstream (ORF-proximal) direction, whereas poly(A) profiles in fast Pol II strains (‘fast’: L1101S; ‘faster’: E1103G) exhibit subtle downstream shifts. Some genes shift poly(A) profiles in both fast and slow Pol II strains. The Pol II elongation rate has no effect on isoform clustering (Figure 1—figure supplement 2).

To address the mechanistic relationship between Pol II speed and poly(A) profiles, we asked whether the shifts in isoform distributions are continuous or occur in jumps throughout the 3’ UTR. For every isoform, we determined its sensitivity to Pol II speed by calculating the ratio of its expression in a Pol II elongation rate mutant (slow or fast) vs. that in a wild-type Pol II strain.

Strikingly, the pattern of isoform ratios in slow vs. wild-type Pol II strains is very different for isoforms within clusters as opposed to isoforms between clusters (two specific examples shown in Figure 2A, and transcriptome-scale results shown in Figure 2B). Within isoform clusters, both the ‘slower’:wild-type and the ‘slow’:wild-type ratios continuously decrease from the most ORF-proximal to the most ORF-distal isoforms; i.e., the most downstream isoform within a cluster typically has the lowest slow:wild-type ratio. Remarkably, these decreases in the slow:wild-type ratios occur continuously at the nucleotide level (Figure 2B). In addition, the intra-cluster slope is steeper (i.e. the ratio decreases more rapidly) in the strain with the ‘slower’ Pol II derivative as compared to the ‘slow’ derivative. In contrast, both slow:wild-type ratios decrease only very slightly for isoforms from the end of one cluster to the beginning of the next cluster, even over large distances (Figure 2A and B). These observations do not depend on the maximal inter-isoform distance used to define clusters (Figure 2—figure supplement 1).

**Figure 2.**
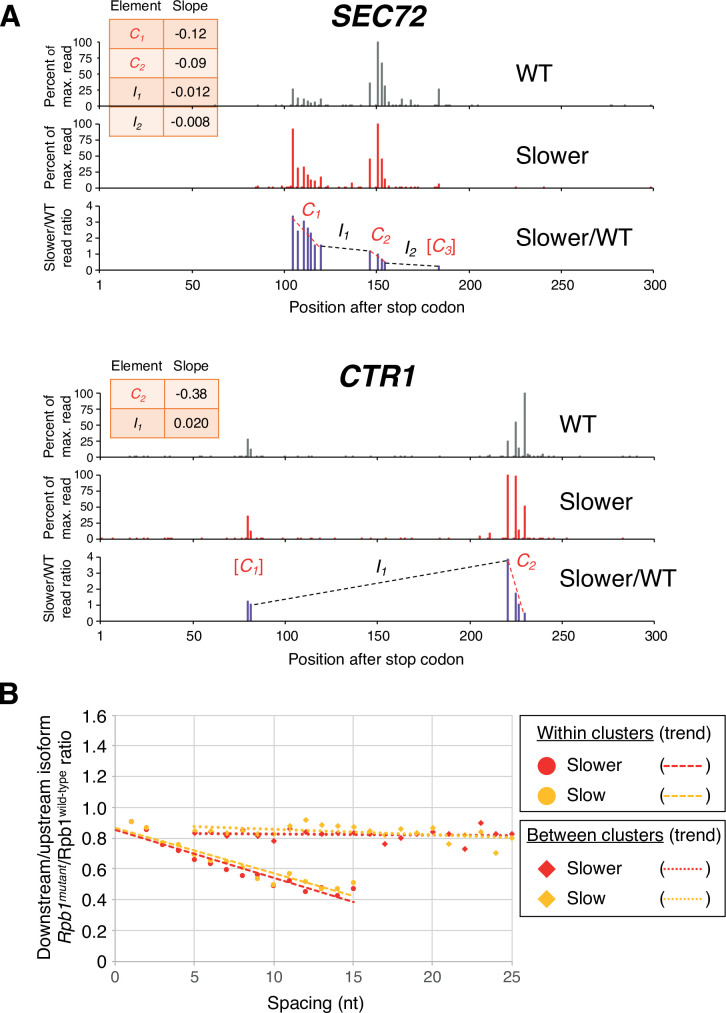
Pol II elongation rate drives poly(A) cluster formation. (**A**) Examples of poly(A) profiles in which ‘slower’/wild-type (WT) major isoform ratios (purple) decrease more rapidly within clusters than between clusters. Individual isoforms are defined by the number of nt downstream of the stop codon (x-axis). Clusters and inter-cluster regions are depicted as *C_n_* and *I_n_* in red and black lettering, respectively. The subscript *n* refers to the relative position of either the cluster or the inter-cluster region within the 3’ untranslated region, while brackets around clusters indicate that they contain <4 isoforms and thus were not used in cluster slope analysis. (**B**) Median relative ratios (downstream/upstream isoform) of genome-wide Rpb1(mutant)/Rpb1(WT) utilization at major isoform pairs as a function of nucleotide spacing either within clusters (circles) or in between clusters (diamonds). For each major isoform, Rpb1(mutant)/Rpb1(WT) utilization is computed by dividing the relative expression value of the isoform in the mutant strain by its relative expression in the WT strain. Relative ratios for each isoform pair are calculated by dividing downstream isoform utilization by upstream isoform utilization. Trend lines for ‘slower’/WT and ‘slow’/WT are depicted via dashes (within clusters) or as dots (between clusters).

**Figure 2—figure supplement 1.**
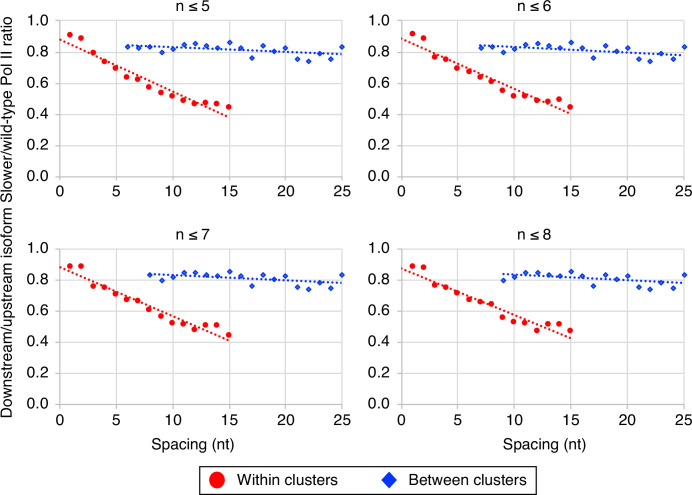
The link between Pol II elongation rate and poly(A) cluster formation is independent of exact cluster definition. Median relative ratios (downstream/upstream isoform) of genome-wide ‘slower’/wild-type Pol II utilization at major isoform pairs as a function of nucleotide spacing either within clusters (circles) or in between clusters (diamonds). Maximal isoform spacing within clusters was varied between n≤5 and n≤8. For each major isoform, mutant/wild-type utilization is computed by dividing the relative expression value of the isoform in the mutant strain by its relative expression in the wild-type strain. Relative ratios for each isoform pair are calculated by dividing downstream isoform utilization by upstream isoform utilization.

The same dichotomy of isoform ratios within clusters vs. between isoform clusters is observed for fast Pol II strains, except that the slopes of the ‘fast’:wild-type and ‘faster’:wild-type ratios across clusters are positive. Within a cluster, ORF-distal isoforms typically have the highest fast:wild-type expression ratios, with the overall ratios increasing continuously at the nucleotide level (specific example shown in Figure 3A, and transcriptome-scale results shown in Figure 3B). As observed with the ‘slow’ and ‘slower’ Pol II derivatives, the ‘faster’ Pol II derivative shows a steeper median slope than the ‘fast’ derivative (Figure 3B and C). As with both slow Pol II derivatives, the slope of the ratio change is much flatter between clusters. Again, this effect is independent of the precise cluster definition used (Figure 3 and Figure 3—figure supplement 1). Taken together, these results demonstrate a nucleotide-level linkage between Pol II elongation and polyadenylation.

**Figure 3.**
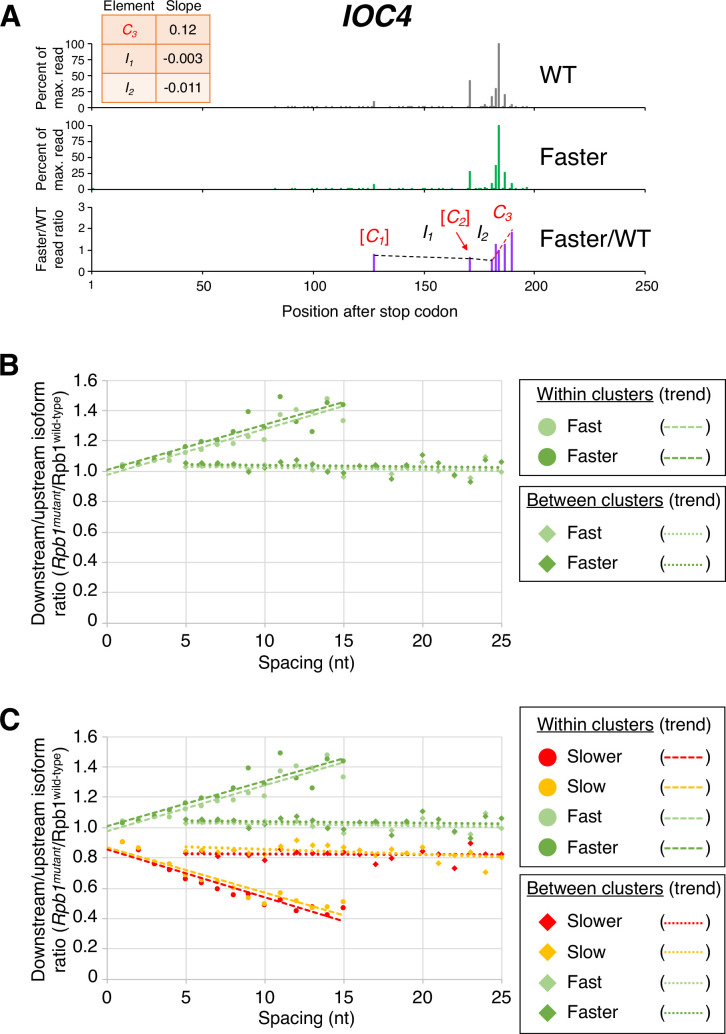
Pol II elongation rate drives poly(A) cluster formation. (**A**) Example poly(A) profile in which ‘faster’/wild-type (WT) major isoform ratios (purple) increase more rapidly within clusters than between clusters. Clusters and inter-cluster regions are depicted as *C_n_* and *I_n_* in red and black lettering, respectively. The subscript *n* refers to the relative position of either the cluster or the inter-cluster region within the 3’ untranslated region, while brackets around clusters indicate that they contain <4 isoforms and thus were not used in cluster slope analysis. (**B**) Median relative ratios (downstream/upstream isoform) of genome-wide Rpb1(mutant)/Rpb1(WT) utilization at major isoform pairs as a function of nucleotide spacing either within clusters (circles) or in between clusters (diamonds). For each major isoform, Rpb1(mutant)/Rpb1(WT) utilization is computed by dividing the relative expression value of the isoform in the mutant strain by its relative expression in the WT strain. Relative ratios for each isoform pair are calculated by dividing downstream isoform utilization by upstream isoform utilization. Trend lines for ‘faster’/WT and ‘fast’/WT are depicted via dashes (within clusters) or as dots (between clusters). (**C**) Median relative ratios (downstream/upstream isoform) of utilization at major isoform pairs as a function of nucleotide spacing in all four yeast elongation rate mutants (‘slower’/WT in red, ‘slow’/WT in yellow, ‘fast’/WT in light green, and ‘faster’/WT in dark green). Relative utilization ratios are depicted as either circles (within clusters) or diamonds (between clusters). Trend lines are dashed for within clusters and dotted between clusters.

**Figure 3—figure supplement 1.**
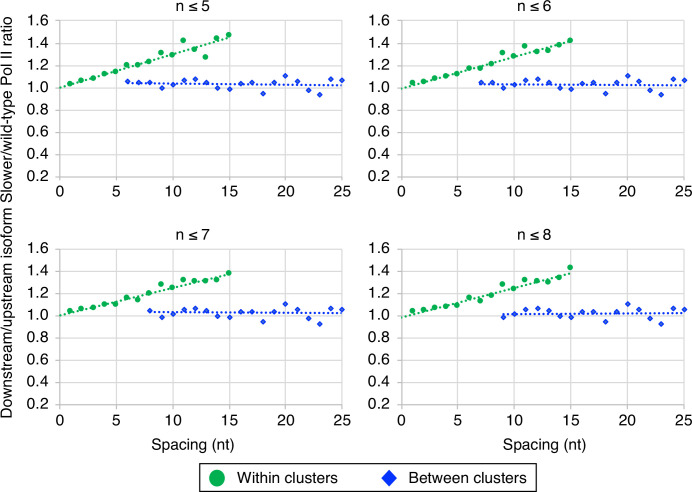
The link between Pol II elongation rate and poly(A) cluster formation is independent of exact cluster definition. Median relative ratios (downstream/upstream isoform) of genome-wide ‘faster’/wild-type Pol II utilization at major isoform pairs as a function of nucleotide spacing either within clusters (circles) or in between clusters (diamonds). Maximal isoform spacing within clusters was varied between n≤5 and n≤8. For each major isoform, mutant/wild-type utilization is computed by dividing the relative expression value of the isoform in the mutant strain by its relative expression in the wild-type strain. Relative ratios for each isoform pair are calculated by dividing downstream isoform utilization by upstream isoform utilization.

### Mammalian slow Pol II mutant affects poly(A) site micro-heterogeneity within clusters

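The 3’ READS method, which sequences the 3’ ends of poly(A) RNA, was applied to HEK293 Flp-in TREX cells, a human embryonic kidney line, in which doxycycline at 2 µg/ml induced either wild-type or R749H Rpb1, the largest Pol II subunit, in an α-amanitin resistant form. The paper gives 12 to 16 hr of doxycycline before α-amanitin was added at 2.5 µg/ml for 42 hr, and the sample labels give 24 hr of doxycycline. There were 5 wild-type and 4 R749H biological replicates. The authors removed 4 random nt and the leading Ts from each read, truncated the reads to at most 77 nt, mapped them with bowtie to hg19 (GRCh37) without mismatches in the first 30 nt, and required non-templated As at the end. Mitochondrial reads were removed, and each remaining 3’ end was assigned to a CCDS stop codon up to 5 kb upstream. The values are reads per isoform, scaled by the authors to 7 M poly(A) reads per replicate and to 25 M per pooled cell line. Dividing each replicate's values by their smallest step returned whole reads at nearly all isoforms. The pooled values gave whole reads at 99.9949% of wild-type and 99.9985% of R749H isoforms. The reads recovered from the pooled values equalled the summed reads of the replicates at all 176030 wild-type and all 134734 R749H isoforms. Within 5 kb of a stop codon, wild-type replicates 1 to 5 held 2479851, 4594378, 5776894, 10135014 and 5304214 reads, and R749H replicates 1 to 4 held 6475987, 4171474, 3863468 and 5342960 reads. The scaling factors correspond to 2.77 to 11.3 M poly(A) reads per replicate, with a mean of 5.95 M. The paper reports an average of about 30 M reads per biological replicate, and all values here rest on the recovered reads. The paper's text names no molecular identifiers for these libraries, so error estimates from read numbers cover counting error only. Reads were found at 211765 isoforms of 15558 CCDS entries, at positions 1 to 5000 nt downstream of the stop codon. The final base of 15475 of these entries lies at an annotated stop codon of GRCh37. Isoforms in the 1 kb upstream of the stop codon, which the paper also considers, are not analysed here. Ratios per library were computed on the log2 scale after adding 0.5 reads, scaled to the depth of the library.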

We compared the polyadenylation profiles in human HEK293 cell lines expressing either an α-amanitin resistant wild-type Pol II or the slow-elongation Pol II derivative with the Rpb1-R749H mutation in the funnel domain (Fong et al., 2014). This slow-elongation Pol II derivative often confers an upstream shift in the poly(A) profile resembling that observed in yeast slow Pol II mutants, though occurring at fewer genes (Goering et al., 2021). Using 3’ READS, we obtained an average of ~30 million reads per biological replicate, with high reproducibility of the data across replicates (Figure 4—figure supplement 1).

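Pearson's r was computed across isoforms between each pair of replicates, for isoforms with reads in both, and isoforms are not independent replicates. On log10 reads, r was 0.866 to 0.918 in the 10 pairs of wild-type replicates, with a median of 0.901. It was 0.845 to 0.915 in the 6 pairs of R749H replicates, with a median of 0.88. The choice that moved these values most, made after the values were seen, was a linear scale, on which the median r was 0.979 for wild-type and 0.982 for R749H replicates. The pairs shared 49952 to 65948 isoforms in wild-type and 32862 to 53748 in R749H cells. Each pair differed by more than the sampling noise of its reads. The smallest chi-square per degree of freedom across isoforms was 2.55, between wild-type replicates 2 and 4, and the largest was 20.2, between wild-type replicates 1 and 5. R749H replicate 3 held 41033 isoforms, the fewest of any replicate, and 6.60% of these had a single read, against 30.0% to 36.2% in the other 8 replicates.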

Analysis of clusters in human cells is more challenging than in yeast due to the greater complexity of the human genome, lower sequencing depth, and the much longer lengths of mammalian 3’ UTRs. To work around these limitations, we modified the previous cluster analysis by including all isoforms that contained ≥5 reads in genes with <100 reads in the maximally expressed isoform in both wild-type and R749H cell lines, and by defining mammalian 3’ UTRs to encompass the region between 1 kb upstream and 5 kb downstream of the consensus stop codon in the Consensus protein coding sequences (CCDS) database. Remarkably, within clusters the median R749H:wild-type ratio exhibits a continuous, nucleotide-level decrease that resembles the decreases observed with both yeast slow Pol II derivatives (an example is shown in Figure 4A, and transcriptome-scale results shown in Figure 4B; compare Figure 4B to Figure 2B). 

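In both pooled cell lines, 31654 isoforms of 11033 CCDS entries exceeded 5% of the reads of the gene's maximally expressed isoform, or held at least 5 reads where that isoform had fewer than 100 reads. Isoforms no more than 4 nt apart formed 20766 clusters, of which 1084 held at least 4 isoforms. In 383 of these, the R749H:wild-type ratio was correlated with position at |R| above 0.6. The ratio decreased downstream in 224 of the 383 clusters (58.5%) and increased in 159. Across isoform pairs of the 383 clusters, the median downstream/upstream ratio of R749H:wild-type utilization was 0.988 at a spacing of 1 nt (596 pairs), 0.987 at 2 nt (650 pairs), 0.985 at 3 nt (525 pairs), 0.946 at 4 nt (461 pairs), 0.97 at 5 nt (259 pairs), 0.925 at 6 nt (295 pairs), 0.894 at 7 nt (156 pairs), 1.01 at 8 nt (100 pairs), 0.874 at 9 nt (63 pairs), 0.868 at 10 nt (36 pairs) and 0.982 at 11 nt (17 pairs), so the fall was not steady. The 16 pairs at 12 to 14 nt had a median of 1.24. The least squares slope of the medians on spacing was 0.0151 per nt over 1 to 14 nt, and -0.0119 per nt over 1 to 10 nt, the spacings with at least 20 pairs each (3141 pairs). The choice that moved the slope over 1 to 14 nt most was to include every isoform with at least 5 reads in both cell lines, which gave -0.0238 per nt and was made after the data were seen.

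The replicates were compared over all 1084 clusters, because the criterion on R uses the comparison itself. The log2 downstream/upstream reads changed by -0.026 ± 0.017 per nt (SD, n = 4) in R749H and by -0.026 ± 0.0070 per nt (SD, n = 5) in wild-type cells, and the difference of -0.00086 was far smaller than these SDs (two-sided exact permutation test, p = 0.937). The R749H mean depends on replicate 3, at -0.0014 per nt, against -0.040 to -0.029 in the other R749H replicates. Wild-type replicates lay at -0.030 to -0.013. With 1 library left out and the isoforms chosen anew, the smallest p was 0.179 (exact permutation tests). The fit of these slopes gives each spacing the same weight, however few its pairs. With equal weight of pairs, chosen after the data were seen, the slope of the ratio in the 383 clusters was -0.0074 per nt. The log2 slopes in all 1084 clusters were then -0.067 ± 0.0014 per nt (SD, n = 4) in R749H and -0.059 ± 0.0038 per nt (SD, n = 5) in wild-type cells, and all 4 R749H replicates lay below every wild-type replicate (difference -0.0081, two-sided exact permutation test, p = 0.0159, the smallest it can give). At 5 to 14 nt the median ratio was 0.940 over the 942 pairs of the 383 clusters and 0.976 over the 3296 pairs of all 1084 clusters. Over the latter pairs, the mean log2 downstream/upstream reads per library was -0.31 ± 0.030 (SD, n = 4) in R749H and -0.26 ± 0.0098 (SD, n = 5) in wild-type cells. This difference of -0.054 exceeded the spread between replicates (two-sided exact permutation test, p = 0.0317), and 3 of the 4 R749H replicates lay below every wild-type replicate. The comparison was chosen after the values were seen and is not adjusted for that choice. With 1 library left out and the isoforms chosen anew, p was under 0.05 in 2 of 9 fits (exact permutation tests, p = 0.0286 to 0.250). Without R749H replicate 1, the difference was -0.017 (exact permutation test, p = 0.250) and the ratio decreased in 51.0% of the clusters with |R| above 0.6. With the same isoforms kept, it was -0.051 without this replicate (exact permutation test, p = 0.0714). The read-weighted mean position of isoforms, over 1048 clusters with a mean of at least 20 reads per library and reads in every library, differed by -0.023 nt in R749H cells, less than the replicates differed among themselves (two-sided exact permutation test, p = 0.175). The gene RPSAP58 of Figure 4A is not analysed here. From the decrease of the median ratio with spacing, which it sees in yeast slow Pol II derivatives as well, the paper concludes that poly(A) cluster formation is linked to Pol II elongation rate in human cell lines. It also draws on the smaller change between clusters and on Pol II occupancy, which it finds raised downstream of human poly(A) sites. That occupancy is not analysed here.

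**Figure D1:**
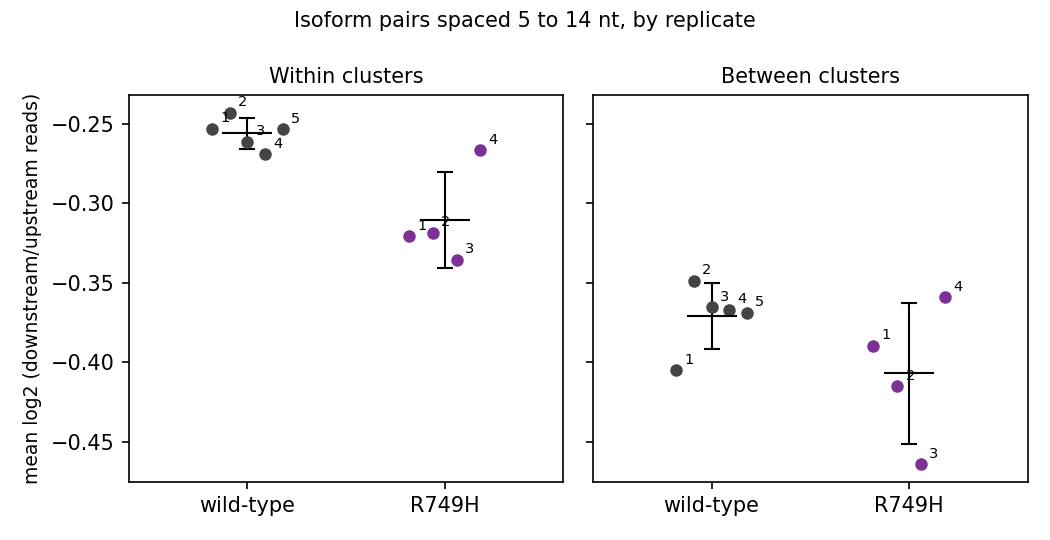
Mean log2 downstream/upstream reads of isoform pairs 5 to 14 nt apart in each library (points, numbered by replicate), for pairs within clusters and between clusters, with the mean and SD of each group. Within clusters, 3 of the 4 R749H replicates lie below every wild-type replicate.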

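Between neighbouring clusters, the pairs of isoforms that bound the gap had a median downstream/upstream ratio of R749H:wild-type utilization of 0.981 at 5 to 14 nt (4378 pairs). From 5 to 20 nt the medians lay between 0.859 at 16 nt (65 pairs) and 1.15 at 20 nt (42 pairs), with 0.975 at 5 nt (1279 pairs) and 0.989 at 10 nt (155 pairs). Their slope on spacing was 0.00153 per nt. The slope of log2 reads per library was 0.030 ± 0.0099 per nt (SD, n = 4) in R749H and 0.029 ± 0.0058 per nt (SD, n = 5) in wild-type cells, and the groups overlapped (two-sided exact permutation test, p = 0.778). At 5 to 14 nt, the mean log2 downstream/upstream reads was -0.41 ± 0.044 (SD, n = 4) in R749H and -0.37 ± 0.021 (SD, n = 5) in wild-type cells (difference -0.036, two-sided exact permutation test, p = 0.159). This difference between clusters was -0.047 with at least 20 reads per isoform (exact permutation test, p = 0.0317), where that within clusters was -0.040 (p = 0.0635), and -0.046 in genes with at least 1000 reads (exact permutation test, p = 0.0476), where that within clusters was -0.082 (p = 0.0317). The change within clusters was set directly against the change between clusters in each library. The R749H value was lower by this measure in 3 of 4 replicates than in every wild-type replicate, but the difference of -0.018 between the group means was no larger than the SD of either group (two-sided exact permutation test, p = 0.302). It reached the smallest p that the exact permutation test can give when all libraries were thinned to the smallest (-0.037, p = 0.0159), and changed sign with a minimum of 20 reads per isoform (0.0064) and without R749H replicate 1 (0.013). The latter change of sign came with the choice of isoforms, since with the same isoforms kept the difference was -0.0091 without this replicate. With the same isoforms it was -0.029 without R749H replicate 3 (exact permutation test, p = 0.0357, the smallest for 3 against 5 libraries).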

As observed in yeast, R749H:wild-type ratios of isoforms from one cluster to the next exhibit much less change (Figure 4B). 

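The genes with clusters of at least 4 isoforms were divided into 3 groups of 357 by the distance of their last common isoform from the stop codon. This distance was 18 to 418 nt (median 189 nt) in the group with the shortest 3’ UTRs, 423 to 1306 nt (median 783 nt) in the middle group and 1306 to 4940 nt (median 2196 nt) in the group with the longest. The slope of the median ratio on spacing within clusters was -0.0224 per nt for the shortest (1374 pairs), 0.0272 per nt for the middle (888 pairs) and 0.0639 per nt for the longest 3’ UTRs (912 pairs). In the longest group it became -0.0315 per nt when every isoform with at least 5 reads was included, a choice made after the data were seen. The median ratio at 5 to 14 nt was 0.931 over 394 pairs, 0.96 over 262 pairs and 0.93 over 286 pairs in the same order. In the comparison of replicates, the log2 slopes of R749H and wild-type cells differed by -0.0099, 0.00039 and -0.0023 per nt, with overlapping replicates in each group (two-sided exact permutation tests over 3 groups, unadjusted p = 0.460, 0.952 and 0.794). The difference in slope between the longest and the shortest group was 0.0075 per nt (two-sided exact permutation test, p = 0.571). At 5 to 14 nt, the mean log2 ratio per library differed by -0.083 in the shortest, -0.062 in the middle and -0.019 in the longest group (two-sided exact permutation tests, unadjusted p = 0.0635, 0.175 and 0.460), and the longest differed from the shortest group by 0.064 (two-sided exact permutation test, p = 0.190).

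When clusters were defined by a maximal isoform spacing of 5, 6, 7 or 8 nt, the slope of the median ratio within clusters was -0.0126, -0.0086, -0.0064 and -0.011 per nt. With 3 nt it was 0.0423 per nt. The R749H and wild-type replicates differed in slope beyond their spread with a spacing of 8 nt (two-sided exact permutation test, p = 0.0476) and not with 5, 6 or 7 nt (p = 0.365, 0.222 and 0.175 by exact permutation). At 5 to 14 nt within clusters, the mean log2 ratio per library differed by -0.069, -0.062, -0.060 and -0.063 with 5 to 8 nt, each with p = 0.0159 in the exact permutation test, the smallest p that 4 against 5 libraries allow. Between clusters it differed by -0.030, -0.018, -0.014 and -0.010 (exact permutation tests, p = 0.444, 0.635, 0.619 and 0.762). A wider maximal spacing moves the closest pairs from between to within clusters, so the pairs compared also change. With 3 nt the mean within clusters differed by -0.057 (exact permutation test, p = 0.0952).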

Importantly, the nucleotide-level decrease within clusters observed for R749H:wild-type ratios is independent of both 3’ UTR length and the minimal inter-cluster distance used for cluster definition (Figure 4—figure supplement 2).

**Figure 4.**
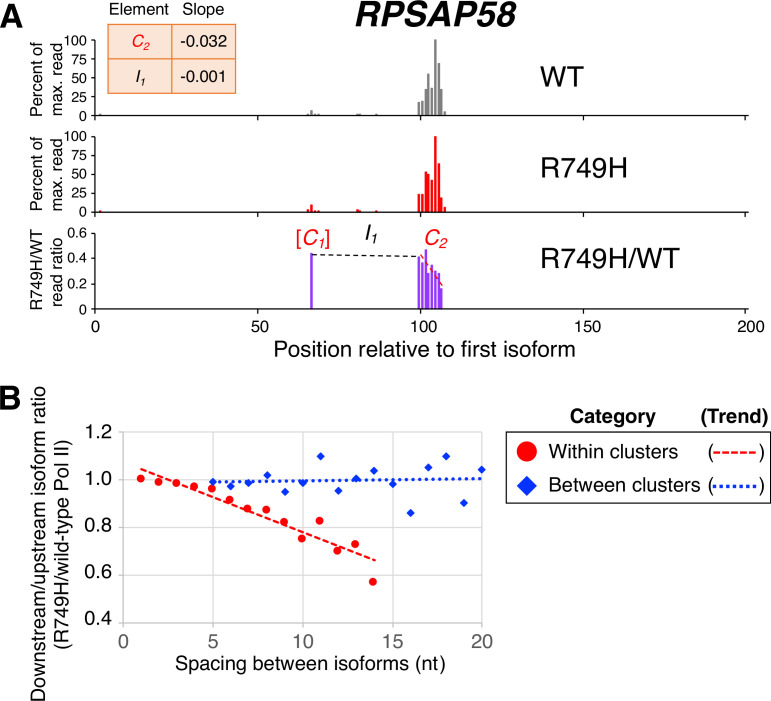
Poly(A) cluster formation is also linked to Pol II elongation rate in human cell lines. (**A**) An example of a poly(A) profile in which R749H/wild-type (WT) major isoform ratios (purple) decrease more rapidly within a cluster than between clusters. Clusters and inter-cluster regions are depicted as *C_n_* and *I_n_* in red and black lettering, respectively. The subscript *n* refers to the relative position of either the cluster or the inter-cluster region within the 3’ untranslated region while brackets around clusters indicate that they contain <4 isoforms and thus were not used in cluster slope analysis. (**B**) Median relative ratios (downstream/upstream isoform) of isoform utilization (R749H/WT Pol II) in human 3’ isoform pairs as a function of nucleotide spacing. Relative ratios are depicted either as circles (within clusters) or as diamonds (between clusters), while trend lines are either dashed (within clusters) or dotted (between clusters).

**Figure 4—figure supplement 1.**
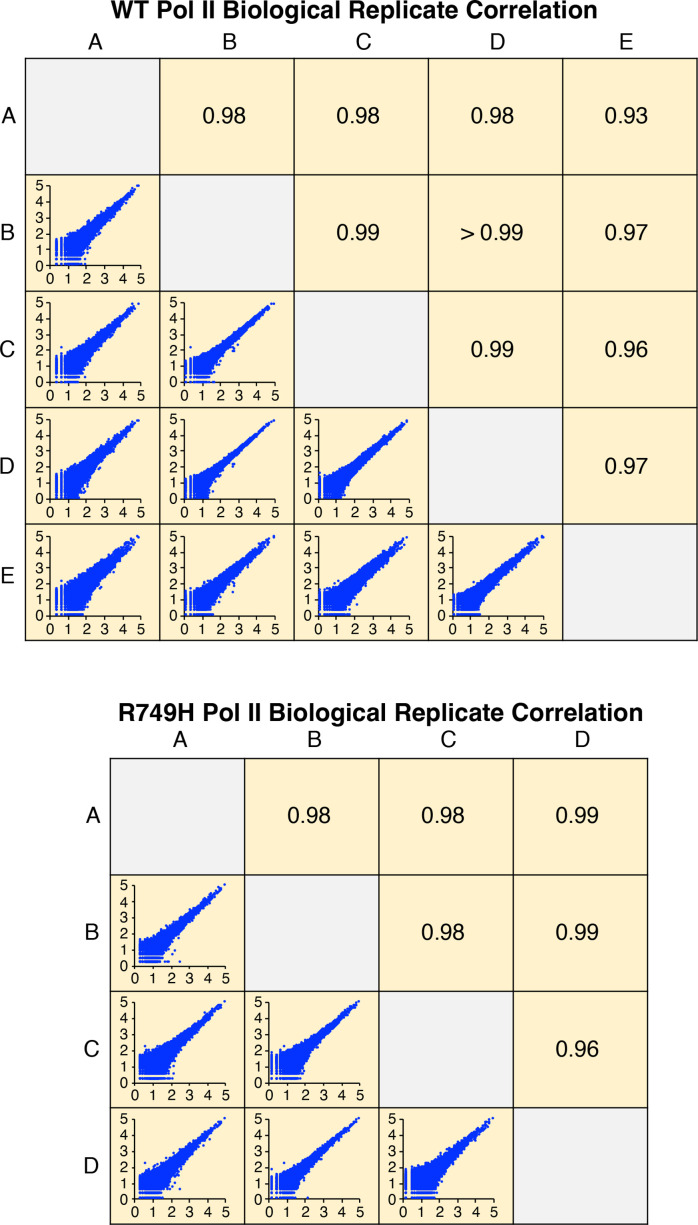
Correlation of wild-type (WT) or R749H Pol II biological replicates. Axes in bottom left panels represent log_10_ of isoform reads. Each pairwise comparison panel contains >49,000 (WT) or >32,000 (R749H) isoforms with non-zero reads in both replicates. Upper right panels indicate the Pearson R value of each comparison.

**Figure 4—figure supplement 2.**
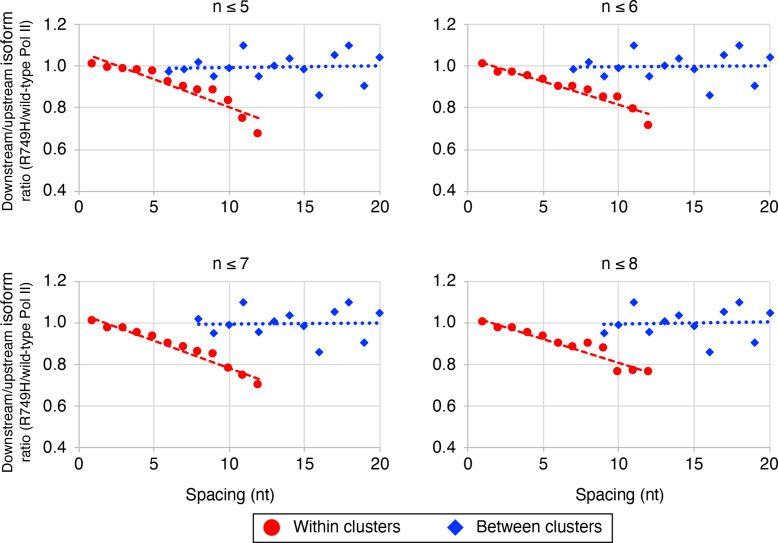
The link between Pol II elongation rate and poly(A) cluster formation is independent of the exact cluster definition in mammalian cells. Median relative ratios (downstream/upstream isoform) of genome-wide R749H/wild-type (WT) Pol II utilization at major isoform pairs as a function of nucleotide spacing either within clusters (circles) or between clusters (diamonds). Maximal isoform spacing within clusters was varied between 5 and 8. For each major isoform, R749H/WT utilization is computed by dividing the relative expression value of the isoform in the R749H cell line by its relative expression in the WT cell line. Relative ratios for each isoform pair are calculated by dividing downstream isoform utilization by upstream isoform utilization.

### Cluster-independent analysis of isoform pairs in yeast and human cells

The nucleotide-level link between Pol II elongation rate and polyadenylation is observed only for isoforms within, but not between, clusters. To address the basis of this difference, we performed a cluster-independent measurement of the upstream shift. Specifically, we measured the relative levels of adjacent isoforms in cells expressing slow and wild-type Pol II simply as a function of the distance (in nucleotides) between the isoforms (Figure 5). For both yeast slow Pol II mutants and at all distances, the mutant:wild-type expression ratio of the downstream isoform is lower than that of the upstream isoform; the lower the value, the greater the upstream shift. As expected, the ‘slower’ Pol II mutant confers a greater upstream shift than the ‘slow’ Pol II derivative. Interestingly, the magnitude of the upstream shift increases slightly with distance at isoform spacings between one and five nucleotides, but it is essentially constant at distances greater than five nucleotides (Figure 5A). 

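In human cells, adjacent isoforms were compared irrespective of clusters, as the R749H:wild-type ratio of the downstream isoform minus that of the upstream isoform. The median difference was -0.00545 at a spacing of 1 nt (3728 pairs), -0.00657 at 2 to 4 nt (7160 pairs), -0.0141 at 5 to 12 nt (4255 pairs) and -0.0130 at 13 to 50 nt (866 pairs). The test used the mean log2 downstream/upstream reads of these pairs in each library. At 5 to 12 nt it was -0.41 ± 0.045 (SD, n = 4) in R749H and -0.37 ± 0.022 (SD, n = 5) in wild-type cells. At 1 nt it was 0.59 ± 0.048 (SD, n = 4) and 0.59 ± 0.010 (SD, n = 5). The difference was not distinguishable from the variation among replicates in any of the 4 spacing groups (two-sided exact permutation tests, p = 0.984, 0.206, 0.143 and 0.921 from the shortest to the longest spacing, and 0.984, 0.413, 0.413 and 0.984 after Benjamini-Hochberg adjustment). At 13 to 50 nt, 3 of the 4 R749H replicates lay below every wild-type replicate, and R749H replicate 3 lay above them (0.13). A minimum of 20 reads per isoform moved a median most, to -0.050 at 13 to 50 nt (exact permutation test, unadjusted p = 0.0159, adjusted p = 0.0635). At 5 to 12 nt the unadjusted p was 0.0476 with this minimum, with isoforms above 10% and in genes with at least 1000 reads. In these exact permutation tests, the adjusted p was 0.0952, 0.190 and 0.159. Limiting the comparison to genes with at least 1000 reads in both cell lines changed the sign at 1 nt (0.0015). Without R749H replicate 1, the medians at 2 to 4 nt and at 13 to 50 nt were 0.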

Similar analysis of human cells expressing the slow R749H vs. the wild-type α-amanitin resistant Rpb1 derivatives yields roughly comparable results, with consistently lower slow:wild-type expression ratios at downstream positions relative to upstream positions within clusters (Figure 5B). Thus, in both yeast and human cells, the apparent discordance between slow Pol II effects on isoforms within or between clusters largely reflects the greater distance between consecutive isoforms, not the overall distance traveled by Pol II.

**Figure 5.**
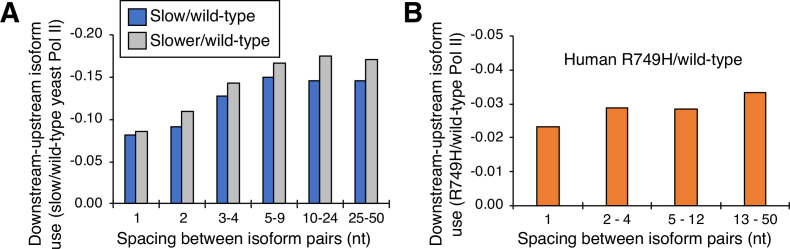
Cluster-independent link between Pol II elongation rate and poly(A) formation. (**A**) Median utilization difference (downstream isoform mutant/wild-type expression ratio minus upstream isoform mutant/wild-type expression ratio) is plotted for either ‘slower’/wild-type (gray bars) or ‘slow’/wild-type (blue bars) as a function of isoform spacing. (**B**) Median utilization difference (downstream isoform R749H/wild-type expression ratio minus upstream isoform R749H/wild-type expression ratio) as a function of isoform spacing.

### DNA sequence features linked to isoform clusters

Although the nucleotide-level link between Pol II elongation and polyadenylation is based on the behavior of isoform clusters, the results above do not address why 3’ mRNA isoforms occur disproportionately in clusters. Toward this end, we considered the possibility that isoform clusters might form if Pol II encounters a DNA sequence element that slows elongation speed. We were unable to identify any such element spatially linked to yeast cluster formation in general. However, in yeast Pol II mutant strains, increased GC content in the region 13–30 bp downstream of a cluster’s most ORF-distal isoform is strongly correlated with more steeply declining (decreasing ‘slower’:wild-type Pol II and ‘slow’:wild-type Pol II isoform utilization) and more steeply rising (increasing ‘fast’:wild-type and ‘faster’:wild-type isoform ratios) cluster slopes (Figure 6A). ‘Slower’:wild-type Pol II and ‘slow’:wild-type Pol II clusters display excess GC content at +13 to +30 regions when cluster slopes are highly negative and reduced GC content when cluster slopes are positive (red and orange bars, respectively; Figure 6B).

**Figure 6.**
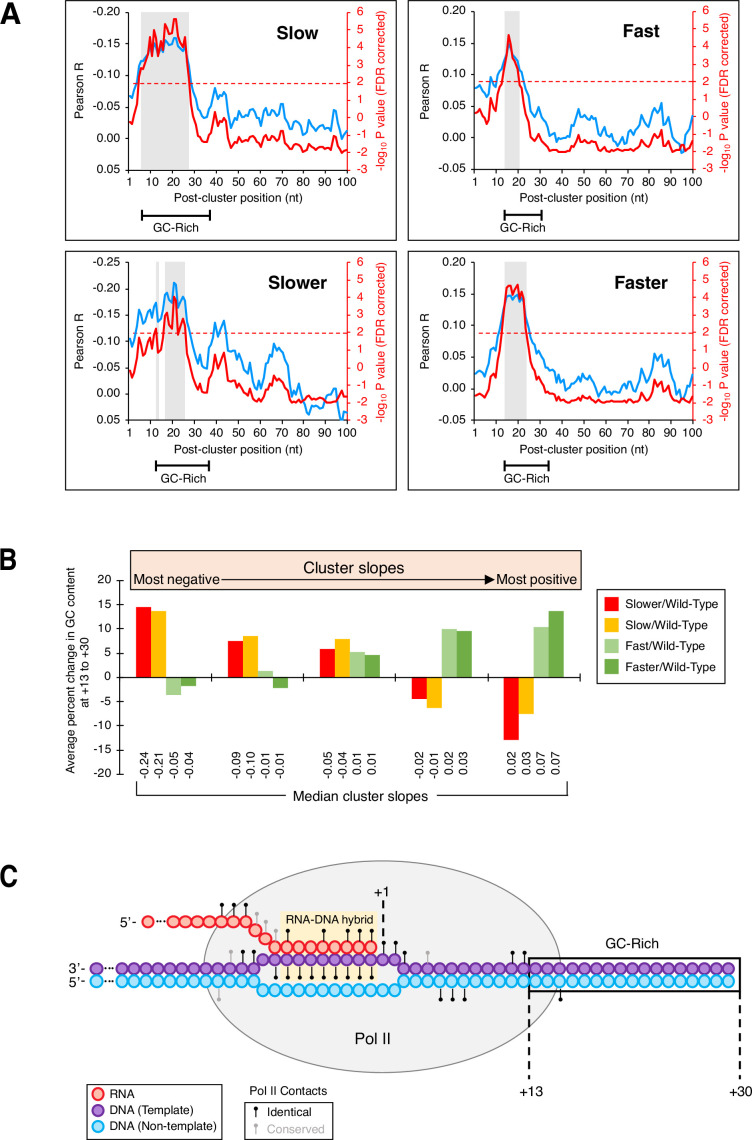
GC-rich region just downstream of isoform clusters. (**A**) GC content in a region downstream of clusters is correlated to cluster slopes in ‘slow’/wild-type (upper left), ‘slower’/wild-type (bottom left), ‘fast’/wild-type (top left), and ‘faster’/wild-type (bottom left) datasets. Pearson R at each position (blue; left axes) represents the correlation of GC content and cluster slopes in a 10-nt window starting at the position indicated on the x-axis. Red lines (right axes) represent false discovery rate (FDR)-corrected –log_10_ P values of each correlation, the dashed red line is the significance cutoff (correlations above it are deemed significant), and significant regions are highlighted in gray boxes. Segments at the bottom of each graph indicate the span of the GC-enriched sequence in each mutant/wild-type Pol II dataset. (**B**) GC content at +13 to +30 is linked to cluster slopes. Cluster slopes for ‘slower’/wild-type, ‘slow’/wild-type, ‘fast’/wild-type, and ‘faster’/wild-type were individually separated into quintiles, with the most negatively sloped clusters depicted on the left and the most positively sloped clusters depicted on the right. For each cluster, the percent change in GC content at +13 to +30 was computed relative to the median GC content at the equivalent genomic coordinates within 3’ untranslated regions. The y-axis depicts the average percent change in GC content for all clusters of a given category within each quintile. Median slopes for cluster categories within each quintile are shown on the bottom. (**C**) GC-rich region immediately downstream of poly(A) clusters in yeast. Elongating Pol II makes numerous contacts (black circles: identical residues in both mammalian and yeast Rpb1; gray circles: conserved residues in both mammalian and yeast Rpb1) with both DNA strands (purple: template strand, blue: non-template strand) and nascent RNA (red). The RNA addition site (+1), Pol II-protected region (gray oval), RNA:DNA hybrid (yellow), and the +13 to +30 region (boxed) are shown. Adapted from Bernecky et al., 2016.

Conversely, ‘fast’:wild-type Pol II and ‘faster’:wild-type Pol II clusters exhibit increased GC content at +13 to +30 when their slopes are highly positive and lower relative GC content as the cluster slopes decrease (light and dark green bars, respectively; Figure 6B). The contrasting relationships between slow and fast Pol II mutants and GC content downstream of clusters strongly suggest that GC composition at +13 to +30 plays an important role in shaping polyadenylation patterns in clusters by affecting Pol II speed.

Intriguingly, the distance between the +13 and +30 region and the 3’ boundary of an isoform cluster are strikingly similar to the length of the sequence protected by the elongating Pol II machinery (Bernecky et al., 2016; Figure 6C). This observation suggests the existence of a DNA sequence element that contributes to isoform cluster formation in yeast cells. In human isoform clusters, the lower number of sequence reads did not permit a similar analysis.

### Slower transcription downstream of polyadenylation sites in human genes

Although poly(A) site choice at the nucleotide level is strongly affected by Pol II speed, the relationship between Pol II elongation rate and CpA in the immediate vicinity of poly(A) sites is unknown. We investigated this question by performing eNETseq, a modification of the mNET-seq technique (Nojima et al., 2015), that maps the 3’-OH ends of Pol II-associated nascent transcripts, and hence Pol II occupancy, at single base pair resolution in human cells. Reduced Pol II speed at a particular region reflects a longer Pol II dwell time that results in a relative increase in Pol II occupancy within this region.

The composite eNETseq profiles around the region of poly(A) sites show decreasing Pol II occupancy just upstream (region between –40 and –1) of poly(A) sites followed by a biphasic increase in Pol II occupancy after the poly(A) site (Figure 7A and Figure 7—figure supplement 1). The first increase in Pol II occupancy, which presumably corresponds to a slowdown, occurs 10–25 nt downstream of the poly(A) site. Notably, the poly(A) cleavage site would emerge from the RNA exit channel when Pol II has traveled ~20 nt downstream. This location coincides with the position of the GC-rich region that is linked to isoform clusters in yeast. These observations link CpA with a transcriptional slowdown downstream of the poly(A) site. The second and stronger increase in Pol II occupancy occurs 30–100 nt downstream of poly(A) sites (Figure 7A) and appears to be greater in the slow Pol II mutant. It may reflect even slower Pol II speed during the transcriptional termination process, which involves 5’–3’ exonucleolytic degradation of the 3’ product that remains associated with elongating Pol II after cleavage (Nag et al., 2006; Cortazar et al., 2019).

**Figure 7.**
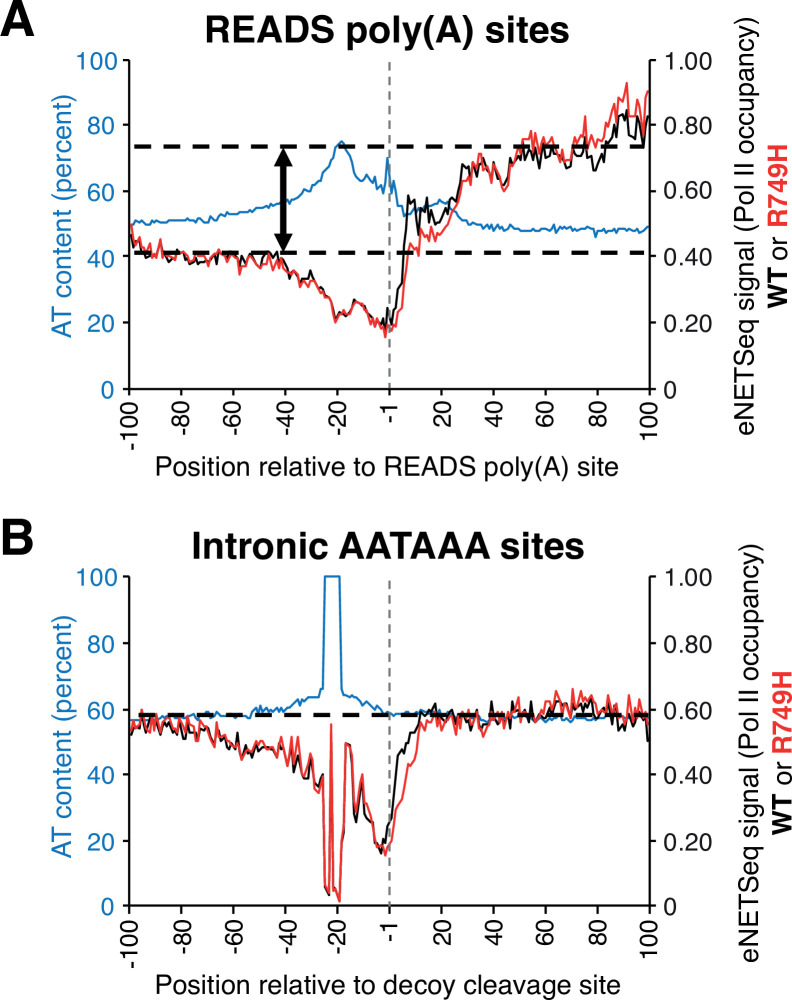
Pol II occupancy and AT composition at either READS poly(A) or decoy intronic AATAAA sites in human HEK293 cell lines harboring either wild-type (‘WT’) or slow (‘R749H’) Pol II variants. (**A**) eNETseq signal for WT (black; right axis) and R749H (red; right axis) at 2989 READS poly(A) sites (≥20 reads/site in both WT and R749H). Percent AT composition is in blue with the scale on the left axis. The two-sided vertical arrow indicates the difference between the Pol II signal at the region 40-100 nt downstream of the poly(A) site and the average Pol II signal (dashed lines). (**B**) eNETseq signal for WT (black; right axis) and R749H (red; right axis) at 15,865 decoy intronic AATAAA sites (≥10 reads/site in both WT and R749H). Percent AT composition is in blue, with the scale on the left axis. The dashed line indicates the average Pol II signal; note that Pol II occupancy does not increase downstreams of the intronic AATAAA sites.

**Figure 7—figure supplement 1.**
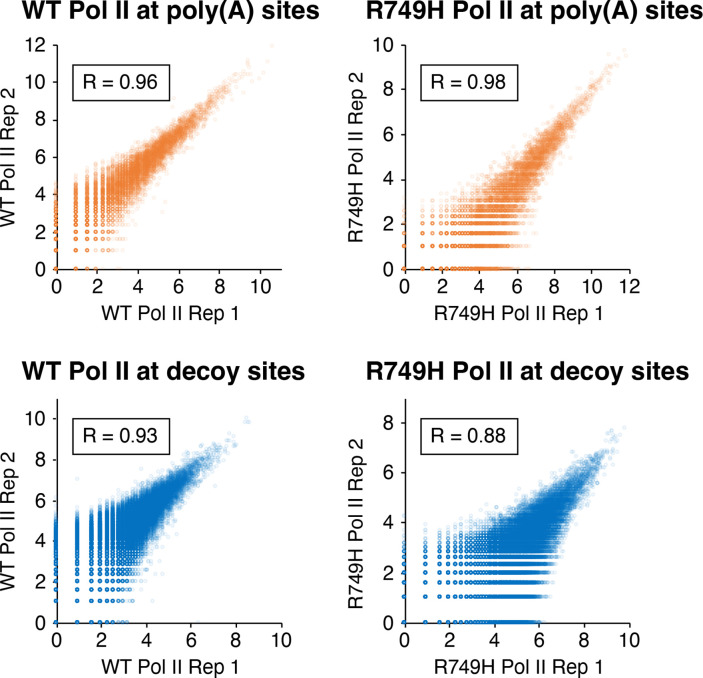
Correlation of eNETseq biological replicates at poly(A) and decoy intronic AATAAA sites. For the wild-type Pol II (‘WT’; left panels) and R749H (right panels) cell lines, the log_2_ of the total number of eNETseq reads at each site ±100 nt is plotted for each replicate. Pearson correlation values for each comparison are depicted in boxes.

As a control, we examined Pol II localization around intronic AATAAA sequences that are not associated with poly(A) sites (Figure 7B and Figure 7—figure supplement 1). In contrast to the biphasic increase in Pol II occupancy downstream of poly(A) sites, Pol II occupancy downstream (+30 to +100) of the intronic ‘decoy’ sites is roughly comparable to occupancy well upstream (−80 to –100). This observation indicates that transcription does not slow down at intronic control sites. For unknown reasons, Pol II occupancy decreases just upstream (positions –40 to –1) of control sites, as it does with poly(A) sites, although we note that there is high AT content in this region around both control and poly(A) sites.

Importantly, Pol II occupancy around poly(A) sites in yeast cells exhibits a remarkably similar pattern (Harlen et al., 2016). As in mammalian cells, yeast Pol II occupancy dips just upstream of poly(A) sites and exhibits a marked increase downstream of them (Harlen et al., 2016). Thus, the link between recognition and/or processing by the CpA machinery and Pol II slowdown downstream of poly(A) sites appears to be an evolutionarily conserved feature in eukaryotes.

## Discussion

### A nucleotide-level linkage between Pol II elongation and polyadenylation

Both slow and fast Pol II derivatives cause poly(A) shifts within isoform clusters that are continuous at the nucleotide level. This observation strongly suggests a time dependence in which there is a limited opportunity for poly(A) site cleavage to occur at a given site in the RNA before Pol II continues its journey downstream. When the active site of Pol II is at a particular nucleotide location, the longer dwell time of a slow Pol II allows for a longer ‘window of opportunity’ (Bentley, 2014) for cleavage to take place at a potential poly(A) site on the extruded RNA. Faster Pol II, on the other hand, would have a shorter window of opportunity, leading to reduced cleavage at that site.

In general, every mRNA molecule that is cleaved and polyadenylated at a given site can no longer be polyadenylated at any site further downstream. Thus, on a population level, higher polyadenylation frequency at upstream sites means reduced use of downstream poly(A) sites, and lower polyadenylation frequency means increased use of downstream sites. An effect of Pol II elongation speed on cleavage at a given polyadenylation site therefore influences the use of downstream poly(A) sites. The conserved relationship between Pol II speed and poly(A) site choice within clusters suggests that Pol II elongation and polyadenylation are mechanistically linked at the nucleotide level.

The Pol II elongation rate has a small, distance-independent effect on the relative levels of isoforms that define the boundaries of adjacent clusters. This indicates that the time-dependent mechanism is linked to 3’ end processing and not Pol II elongation per se. Moreover, the upstream shift of isoforms between clusters in a slow Pol II mutant strain is nearly comparable (less than a twofold difference) to that of a single nucleotide within clusters. We do not understand why the magnitude of upstream shift increases slightly, but continuously, with increasing isoform spacings from one to five nucleotides. One possibility is the existence of low-level isoforms arising from inefficient CpA events that occur between major isoforms; these would increase the magnitude of the apparent shift in the same manner as occurs in isoform clusters.

The timing mechanism, although linked to poly(A) site selection, does not address (1) why poly(A) sites occur only at specific positions within the 3’ UTR, (2) why levels of 3’ isoforms in wild-type cells vary widely and without an obvious pattern (e.g. a simple linear decrease) across a given 3’UTR, and (3) why polyadenylation is very strongly biased to the 3’ UTR even though coding regions are typically much longer than 3’ UTRs. Thus, the timing mechanism that explains the nucleotide-level link between elongation and CpA operates in concert with specificity elements (e.g. the AAUAAA sequence in mammalian mRNAs) that govern where polyadenylation can occur.

### Evidence that cleavage/polyadenylation occurs soon after the RNA exits the Pol II elongation complex

The nucleotide-level linkage between Pol II elongation rate and polyadenylation suggests that production of a 3’ isoform depends on the position of elongating Pol II. Specifically, if Pol II has traveled too far downstream from a polyadenylation site, it is hard to imagine how the Pol II elongation rate would affect activity of the CpA machinery at that site. Once Pol II has traversed the region, the CpA machinery does not go back to the most upstream site but instead tracks with elongating Pol II (Licatalosi et al., 2002; Ahn et al., 2004; Glover-Cutter et al., 2008) and uses sites further downstream within the same cluster. Conversely, if the CpA machinery misses earlier opportunities to act, downstream positions are available to be used as polyadenylation sites. In principle, Pol II speed could affect the poly(A) profile by changing the amount of time for a nascent transcript to adopt a CpA-cleavable pre-mRNA structure before the emergence of more sequence upon Pol II passage makes other structures possible. However, the overall nucleotide-level link strongly suggests a direct connection of poly(A) site choice to Pol II elongation per se.

The nucleotide-level coupling of Pol II elongation to poly(A) site choice strongly suggests that co-transcriptional cleavage of the nascent mRNA can, and often does, occur soon after RNA exits the Pol II elongation complex and becomes accessible to the CpA complex. If, on the other hand, the cleavage reaction was slow relative to Pol II elongation, we would not expect to see an effect of elongation rate on cleavage site selection at single nucleotide resolution when Pol II is located much farther downstream from the poly(A) site. Presumably, the region of newly extruded pre-mRNA is still in proximity to the elongating Pol II complex, but just far enough away to allow for efficient binding of the CpA machinery and cleavage of the nascent transcript. However, mere RNA accessibility upon exit from the Pol II elongation complex is not sufficient, because local sequences favorable for cleavage by the CpA machinery are also required. These considerations do not preclude cleavage when Pol II has traversed far downstream from the poly(A) site, but such events are very unlikely to be influenced by Pol II speed.

The conclusion that the CpA complex acts soon after RNA exits the elongation complex echoes two other observations. First, co-transcriptional splicing can occur almost as soon as the 3’ splice site emerges from the Pol II RNA exit channel (Oesterreich et al., 2016). Second, the integrator endonuclease complex docks to the RNA exit site and opens to cleave nascent RNA about 20 nucleotides from the Pol II active site (Fianu et al., 2021). Notably, several subunits including the catalytic core of the integrator (INTS9/11) and CpA (CPSF100/73) complexes are homologous (Baillat et al., 2005; Elrod et al., 2019), suggesting that stereo-specific cleavage of the nascent transcript at a preferred position relative to the RNA exit channel might be conserved. In all three co-transcriptional events – splicing, integrator cleavage, and CpA, the processing site may be acted upon almost immediately after the RNA is exposed after Pol II passage.

### Implications for microheterogeneity of poly(A) sites

It has long been observed, and explicitly shown here, that endpoints of 3’ mRNA isoforms are clustered. The prevailing interpretation of such ‘microheterogeneity’ of poly(A) sites is that it reflects imprecise cleavage and polyadenylation in the immediate vicinity of a single poly(A) site. Imprecise cleavage occurs in vitro on purified RNA substrates (Chen et al., 1995), reflecting the intrinsic properties of the CpA complex. However, the intrinsic activity of the CpA complex on RNA templates, by definition, is independent of Pol II elongation, so imprecise cleavage cannot explain why relative levels of 3’ mRNA isoforms within a cluster are strongly affected by the Pol II elongation rate. On the contrary, intrinsic imprecision of the CpA complex should yield the same relative utilization of poly(A) sites in wild-type and mutant Pol II cells. This effect of Pol II elongation rate on neighboring 3’ isoform levels also suggests that different poly(A) sites within a cluster largely reflect the stereo-positioning of the CpA complex with respect to the RNA, not intrinsic imprecision of the complex at a single location. The arguments against imprecise cleavage/polyadenylation dependent on distinct locations of the CpA complex relative to Pol II are particularly strong for isoform clusters that span a large distance.

### DNA sequence elements and Pol II slowdown may contribute to the poly(A) profile via isoform clustering

Although polyadenylation is initiated by RNA cleavage and involves RNA sequence elements in the 3’ UTR, the importance of Pol II elongation suggests the possibility that DNA sequence elements might contribute to the polyadenylation profile. For example, a hypothetical DNA sequence element might provide an obstacle to the advancing polymerase, which should favor cleavage and polyadenylation at sites immediately upstream. In yeast, a GC-rich region linked with sensitivity to the elongation rate is located 13–30 bp downstream of isoform clusters and immediately downstream of the DNA bound by the Pol II elongation complex. Thus, we speculate that Pol II has difficulty traversing some GC-rich regions, such that the increased dwell time at these regions leads to increased CpA activity and clustering of 3’ endpoints in locations where RNA becomes exposed upon Pol II passage.

In this view, nucleotide-level elongation of slow Pol II is more impaired than wild-type Pol II by these GC-rich regions, leading to a greater utilization of the most ORF-proximal isoforms (and a correspondingly faster decline in more distal isoform usage) within a cluster. Conversely, fast Pol II is less impaired by high GC content at +13 to +30, resulting in greater usage of distal isoforms within clusters. Interestingly, both naturally occurring and synthetic GC-rich sequences block elongating Pol II in vitro and in vivo, resulting in increased polyadenylation at upstream sites (Yonaha and Proudfoot, 1999; Yonaha and Proudfoot, 2000). Whatever the precise mechanism, our results also suggest that, in wild-type cells, DNA sequences that affect Pol II elongation contribute to the formation of 3’ isoform clusters.

In human cells, NET-seq analysis reveals increased Pol II occupancy 10–25 nt downstream of poly(A) sites, presumably reflecting decreased Pol II speed in this region. This local decrease in Pol II speed could be due to DNA sequences within this region. Alternatively, it might be caused by recognition of and/or tighter binding to the AAUAAA (and/or other element) by the CpA machinery, resulting in altered elongation properties of the Pol II machinery. By either mechanism, the reduction in Pol II elongation rate in this region would increase the Pol II dwell time, and hence, contribute to isoform clustering. Whatever the mechanism, increased Pol II occupancy (and hence, Pol II slowdown) is specific to CpA and is not observed at intronic AATAAA sequences.

### A model for the link between Pol II elongation and polyadenylation

As Pol II traverses the gene, there is a continuing decision to elongate further downstream or to cleave and polyadenylate the mRNA, and hence, begin the process of termination. Polyadenylation is largely restricted to the 3’ UTR, yet paradoxically, it occurs to various extents at many sites within the 3’ UTR. The polyadenylation decision depends on both RNA and DNA sequence elements, and it begins when the RNA exits from the Pol II elongation complex and becomes accessible to the CpA machinery.

To explain the nucleotide-level linkage between Pol II elongation and poly(A) site choice, we suggest that the two complexes are spatially, and likely physically, coupled (Figure 8). This stereochemical coupling implies that the Pol II elongation and CpA machineries are essentially traveling as a unit, consistent with genome association profiles and Pol II interaction studies of CpA factors (Licatalosi et al., 2002; Ahn et al., 2004; Glover-Cutter et al., 2008; Carminati et al., 2022). In this context, cleavage would occur at a constrained (and possibly a fixed) distance from the position of the active site of elongating Pol II.

**Figure 8.**
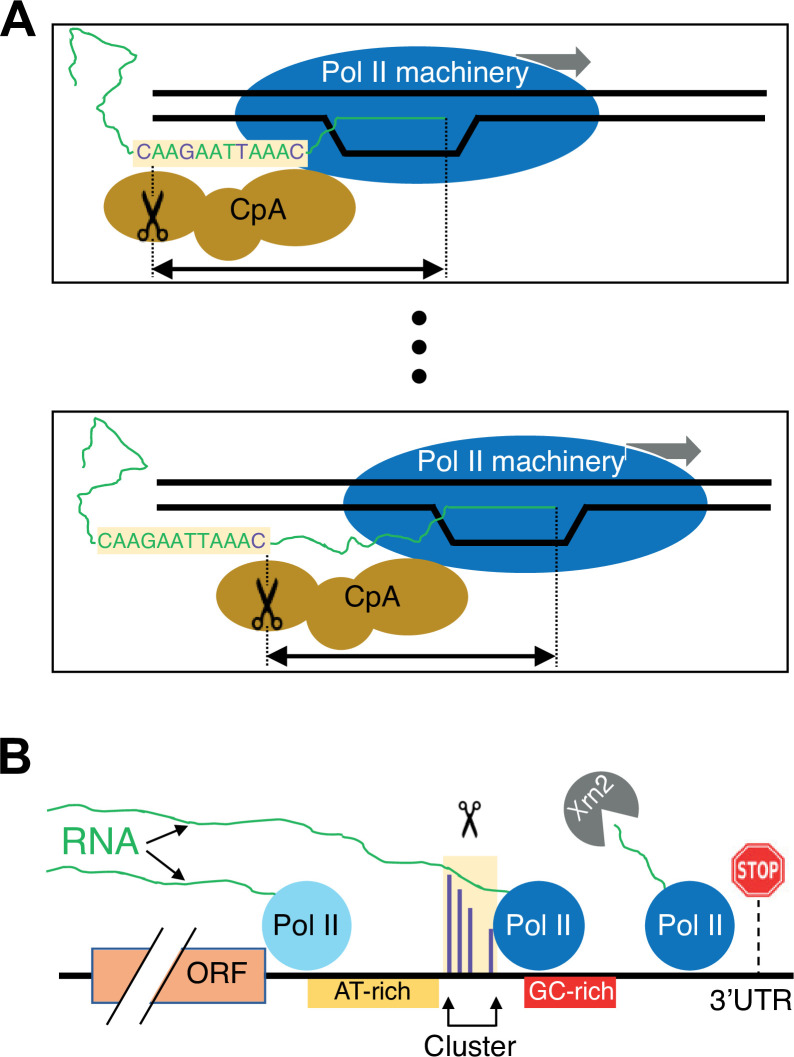
Schematic of the link between Pol II elongation rate and poly(A) formation. (**A**) Nucleotide-level link between Pol II elongation and cleavage/polyadenylation (CpA). As the Pol II machinery (dark blue) elongates the nascent RNA one nucleotide at a time, upstream sequences of the newly synthesized RNA strand become exposed, leading the CpA complex (gold) to cleave and polyadenylate the nascent RNA at preferred residues (purple). The Pol II and CpA machineries are spatially, and likely physically, coupled so that cleavage occurs at a constrained distance from the position of the active site of elongating Pol II (black arrow). (**B**) Gene-level view of CpA. Rapidly elongating Pol II (light blue) traverses the gene body and 3’ untranslated region (UTR) until it encounters an AT-rich region (gold) and/or a GC-rich stretch downstream of clusters (red), which cause it to slow down (dark blue). The nascent RNA (green) extruded out of the slowing elongating Pol II complex gets cleaved and polyadenylated (scissors) at one of the preferred positions within the cluster (purple). The Pol II complex then continues to elongate a short and unstable non-coding RNA that is endonucleolytically degraded by Xrn2 (gray) and eventually terminates at a downstream position (stop sign).

We imagine the CpA process as occurring in two steps: recognition followed by cleavage of the nascent RNA (Figure 8). First, upon transcriptional initiation, Pol II elongation (perhaps together with the CpA machinery) continues unabated until an RNA sequence element(s) in the nascent transcript is exposed and bound by the CpA machinery. RNA sequence elements recognized by the CpA machinery include AAUAAA in many metazoan mRNAs and possibly AU-rich stretches in yeast mRNAs, but other ill-defined sequences are also required for efficient binding such that polyadenylation discriminates efficiently between 3’ UTRs and coding regions. Recognition and hence binding by the CpA machinery to newly exposed sequence elements make the nascent RNA permissive for cleavage and subsequent polyadenylation. More efficient CpA binding functionally couples this complex to the elongating Pol II machinery, possibly slowing Pol II elongation to facilitate the RNA cleavage step.

Second, the coupled CpA and Pol II elongation machineries travel one nucleotide at a time, making a CpA decision at each nucleotide location. In the most extreme version of the model, the nucleotide location of the Pol II active site corresponds to a single nucleotide position where cleavage can occur. In a less stringent model, cleavage occurs within a short window that is determined by the location of the Pol II active site. The level of cleavage and polyadenylation at each position depends on the sequence in the vicinity of that position and the time that Pol II spends at the constrained downstream location. On a population basis, the level of cleavage and polyadenylation at a given position causes a corresponding reduction in the amount of elongating Pol II capable of polyadenylation at more downstream positions. If polyadenylation does not occur at a particular position, Pol II travels to the next position(s), having missed the opportunity for polyadenylation at positions farther upstream. Pol II speed mutants cause changes in the amount of time Pol II spends at each position, thus resulting in nucleotide-level shifts in polyadenylation patterns.

An interesting feature of this model is that CpA at a given site is inefficient, likely due to the short dwell time during which the Pol II elongation machinery is at the constrained location. As a consequence of this constraint, yeast and human genes typically have a large number of 3’ mRNA isoforms. We speculate that the nucleotide-level link between Pol II elongation and polyadenylation evolved to generate multiple 3’ isoforms that have different functional properties.

The above model does not explain the few atypical 3’ UTRs in yeast and human cells in which slow Pol II derivatives lead to a downstream shift, nor the 3’ UTRs and clusters whose poly(A) patterns are unaffected by Pol II elongation rate. In addition, and as discussed above, it does not exclude other mechanisms that could contribute to the poly(A) pattern. However, these alternative mechanisms do not explain the striking nucleotide-level relationship between Pol II elongation and polyadenylation. Thus, our results strongly suggest that the process modeled in Figure 8 makes a major contribution to the polyadenylation pattern in yeast and human cells.

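In human cells, the reads of each cluster and of each gene were divided at the pooled median position, and the share of reads downstream of it was compared between 4 R749H and 5 wild-type replicates with limma on log2 odds. Among 1051 clusters with at least 4 isoforms and a mean of at least 20 reads per library, 0 had an adjusted p under 0.05, and 60 had an unadjusted p under 0.05, of which 39 shifted upstream and 21 downstream. Among 6262 genes, 6 had an adjusted p under 0.05, of which 3 shifted upstream and 3 downstream, and 460 had an unadjusted p under 0.05 (309 upstream and 151 downstream). DESeq2 in place of limma moved the number of genes most, to 35, of which 25 shifted upstream and 10 downstream, and called 1 cluster. That cluster, named after its values were seen, lies in the 3’ UTR of PSMF1 on chromosome 20, from 1146119 to 1146124. Its downstream share was 17.7% ± 1.5 (SD, n = 4) in R749H and 23.4% ± 2.22 (SD, n = 5) in wild-type cells, with an adjusted p of 0.0109 by DESeq2 and 0.228 by limma. With limma, 0 genes passed without wild-type replicate 3, 4 or 5 or without R749H replicate 2, where 372, 344, 417 and 471 genes had an unadjusted p under 0.05.

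Among the 6 genes, CCDC9 (CCDS12698.1) on chromosome 19 shifted furthest downstream. Of its reads, 79.0% ± 5.54 (SD, n = 4) in R749H and 45.2% ± 5.47 (SD, n = 5) in wild-type cells ended downstream of position +2155 from the stop codon, a log2 odds change of 2.22 (standard error 0.28, adjusted p = 0.0177 by limma) on 44 to 342 reads per library. Its isoform at 47775208 lies in the annotated 3’ UTR, with AATAAA in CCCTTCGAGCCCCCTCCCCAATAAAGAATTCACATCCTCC, the 40 nt before the end. Its isoform at 47777091 lies outside the annotation, after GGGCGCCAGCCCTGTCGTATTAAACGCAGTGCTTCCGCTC. FOXP4 (CCDS4856.1) on chromosome 6 shifted downstream from an isoform at 41568364 to one at 41570121, both in the annotated 3’ UTR. Its downstream share was 10.0% ± 1.58 (SD, n = 4) in R749H and 3.23% ± 1.15 (SD, n = 5) in wild-type cells, on 256 to 1175 reads (log2 odds change 1.77, standard error 0.27, adjusted p = 0.0446 by limma).

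RHPN1 (CCDS47927.1) on chromosome 8 shifted upstream, with a share downstream of 144466388 in the 3’ UTR of 24.2% ± 6.39 (SD, n = 4) in R749H and 48.9% ± 5.01 (SD, n = 5) in wild-type cells, on 91 to 579 reads (log2 odds change -1.60, standard error 0.26, adjusted p = 0.0469 by limma). This share counts isoforms from 144466389 to 144466391, so the division falls between isoforms at neighbouring nucleotides. NDUFA7 (CCDS42492.1), on the minus strand of chromosome 19, shifted upstream from an isoform at 8373481 towards one at 8376237, both in the region of an overlapping readthrough gene, on 215 to 1048 reads. Its downstream share was 15.9% ± 4.45 (SD, n = 4) in R749H and 34.8% ± 2.40 (SD, n = 5) in wild-type cells (log2 odds change -1.53, standard error 0.20, adjusted p = 0.0177 by limma). The other 2 genes are named because they complete the list, after their values were seen. H2AFX fell from 92.7% to 89.2%, and CDT1 rose from 10.2% to 14.9%. H2AFX had only 2 isoforms, at the neighbouring nucleotides 118964588 and 118964587, so its shift does not span a wider part of the 3’ UTR. In all 6 genes, every R749H replicate lay on one side of every wild-type replicate. With 1 replicate left out, the adjusted p of limma rose to 0.106 for CCDC9, 0.178 for FOXP4, 0.212 for RHPN1 and 0.132 for NDUFA7.

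**Figure D2:**
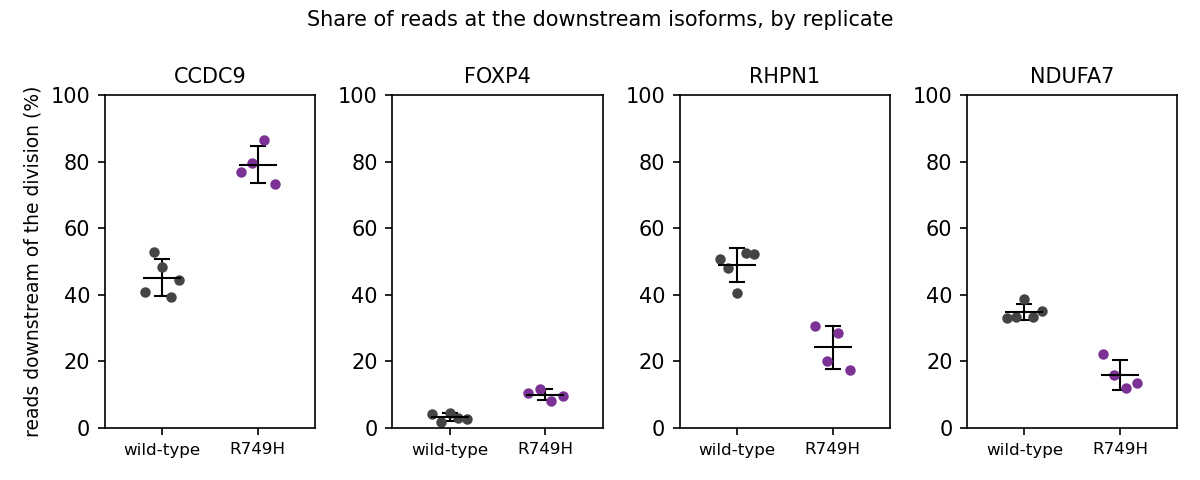
Percent of reads downstream of the dividing position in each replicate (points) of wild-type and R749H cells for CCDC9, FOXP4, RHPN1 and NDUFA7, with the mean and SD of each group. The share rises in R749H cells for CCDC9 and FOXP4 and falls for RHPN1 and NDUFA7.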

## Materials and methods

### Yeast strains

Parental strain JGY2000 (*MATa his3-∆0 leu2-∆0 met15-∆0 rpb1::RPB1-FRB rpl13::RPL13-FK512*) (Geisberg et al., 2014) and Pol II mutant strains JZY5 (‘slower’), JZY6 (‘slow’), JZY14 (‘fast’), and JZY15 (‘faster’) have been described (Geisberg et al., 2020). Sequencing data for all yeast strains were previously published (Geisberg et al., 2020) and deposited in GEO (accession #GSE151196).

### Mammalian cell lines

HEK293 Flp-in TREX cells expressing integrated pcDNA5 expression plasmids for WT and slow (R749H) α-amanitin resistant mutants of Rpb1 have been described (Fong et al., 2014). 3’ READS libraries were prepared according to Jin et al., 2015 using RNA extracted after induction with doxycycline (2.0 μg/ml) for 12–16 hr, and treatment with α-amanitin (2.5 μg/ml) plus doxycycline for a further 42 hr.

### Computational processing of datasets

3’ READS data sets were analyzed as previously described (Geisberg et al., 2020). In summary, sequence reads were stripped of their initial 4 nt, which consisted of random sequence added during library construction. Any read for which the first non-random nt was not a T, corresponding to an A at the 3’ end of the sequenced mRNA fragment, was discarded. For all other reads, the number of initial Ts (representing the number of terminal As in the sequenced fragment) was appended to the read ID for future reference. These initial Ts were removed, and the read truncated to 17 nt before mapping with bowtie (Langmead et al., 2009) to the Sac cer 3 yeast genome build. Next, the sequence adjacent to each mapped read was examined to make sure that the sequenced mRNA fragment contained non-templated As. This was accomplished by comparing each read’s previously noted initial T count to the number of As immediately 3’ of its mapped read position in the genome. If the number of neighboring As in the genome was sufficient to account for the initial Ts, the read was discarded as possibly not representing a bona fide polyadenylated product. For each replicate, the remaining read counts were scaled to a total of 25 million.

For sequences derived from human cells, essentially the same procedure was followed, with the following minor differences: after trimming of initial random nt, sequences were stripped of initial Ts and truncated to a maximum of 77 nt. These sequences were mapped using bowtie (Langmead et al., 2009) to the hg19 build of the human genome, allowing no mismatches within the first 30 nt of the read. After mapping, only those reads arising from sequences with non-templated As were retained (see above). Sequences mapping to the mitochondrial genome were excluded. For initial comparison of biological replicates, individual replicates (five for wild-type and four for R749H) were each scaled to a total poly(A) read count of 7 million. For other analyses, biological replicates were consolidated, and the combined total scaled to a total of 25 million poly(A) reads. Reads were assigned to a gene if they occurred within 5 kb downstream of the stop codon, as indicated by the CCDS database. Sequencing data for the human cell lines are deposited in GEO (accession #GSE214095).

### Clustering of isoforms and tabulation of clusters in experimental datasets

For each dataset, all genes with ≥1000 reads in 3’ UTRs were analyzed as follows. First, for each gene, all major isoforms (isoforms containing ≥5% of the reads of the maximally expressed isoform) were tabulated, and minor isoforms excluded from further analysis. All major isoforms which were within 4 nt of any other major isoform were then grouped together into a single cluster. Any major isoforms that were located >4 nt away from any other major isoform were classified as single-isoform clusters. Multi-isoform clusters were grouped and plotted according to the number of isoforms per cluster (2 to >20; Figure 1, Figure 1—figure supplement 1). Clustering and tabulation of clusters with different inter-isoform spacing (i.e. either >4 nt or <4 nt; Figure S1) were performed in an analogous fashion.

### Randomization of major isoform positions and cluster tabulation

For each gene with ≥1000 reads and a minimum of 2 isoforms, we first eliminated all 3’ UTR positions at which there are A residues, as it is impossible to distinguish between genomically encoded terminal A’s and A residues derived from the poly(A) tail. From the remaining (non-A) positions within the 3’ UTR, we then randomly selected the same number of positions as there were major isoforms for the gene. In each random selection, we tabulated the frequencies of clusters with different numbers of isoforms. We repeated the random selection 100,000 times for each gene and computed cumulative frequencies of clusters with different numbers of isoforms. To obtain genome-wide shuffled cluster frequencies, we summed up all gene-specific cluster frequencies for clusters with the same number of isoforms. We then converted the cluster frequencies into percentages by dividing each genome-wide cluster frequency by the total number of clusters and multiplied the resulting fraction by 100 (Figure 1B and S1).

To estimate the probability of a gene’s isoform pattern being random, we divided the number of times that the cluster frequency pattern (i.e. the frequencies of clusters with specified numbers of isoforms) in each random selection was identical to the experimentally observed cluster frequency pattern. In the event that a gene’s experimentally observed cluster pattern didn’t appear in any of the 100,000 random selections, the probability was set at p=1/100,000=0.00001. All probabilities were plotted as a function of the number of isoforms per gene for JGY2000 (box plot in Figure 1C).

### Comparison of mutant/WT Pol II isoform utilization within and between clusters

Each Pol II mutant dataset was individually analyzed alongside the WT Pol II dataset in the following manner. We limited our analysis to genes with >1000 reads in each dataset and then combined the two datasets by including only major isoforms (i.e. isoforms with >5% of the reads of the maximally expressed isoform of the same gene in each dataset) that were common to both datasets. We then calculated isoform expression ratios (mutant/WT Pol II) for all the common major isoforms. We compiled a list of clusters in the combined dataset, using 4 nt as the maximum inter-isoform spacing within clusters. In clusters containing four or more isoforms, we used least squares to calculate the slope and Pearson R of the expression ratios vs isoform positions within a cluster. In clusters with high data quality (|R|>0.7), we subdivided all isoform pairs (including isoform pairs that have one or more isoforms between them) into groups based on their spacing (1 nt to 15 nt apart from the first isoform). For each group, we calculated the percent difference between expression ratios (mutant/WT) for each isoform pair (downstream - upstream) and plotted the medians as a function of inter-isoform distance (filled-in circle data points in Figures 2B, 3B and C).

Similarly, we sorted inter-cluster regions into different categories based on the distance between two clusters, which we defined as the position of the 5’-most isoform of downstream cluster minus the 3’-most isoform of upstream cluster. For each inter-cluster region, we calculated the percent difference between the expression ratios (mutant/wild-type) for each isoform pair that defines it and plotted the median percent difference in utilization as a function of inter-isoform distance (filled-in diamond data points in Figures 2B, 3B and C).

### Mutant/WT Pol II isoform utilization within and between clusters in mammalian cells

The mammalian cell line data (wild-type and R749H) was analyzed in a similar fashion to the yeast datasets, with a few modifications. First, due to the lower sequencing depth, we reduced the minimum threshold requirement of major isoforms to ≥5 reads for genes whose maximum isoform possessed <100 reads in either the wild-type or R749H dataset. Major isoforms were required to possess >5% of the reads of the maximally expressed isoform in instances where the latter contained >100 reads. Second, we mapped all reads to regions between 1 kb upstream and 5 kb downstream of annotated CCDS termination codons. Clusters were identified using the same definition as above (maximal inter-cluster distance of isoforms = 4 nt), and cluster slopes and associated Pearson R values were computed for all clusters with ≥4 isoforms. In clusters with |R|>0.6, we assigned all possible isoform pairs within the clusters (including isoform pairs that have one or more isoforms between them) into groups based on their spacing (1 nt to 14 nt apart). As in *Saccharomyces cerevisiae*, we computed the percent difference between the R749H/wild-type expression ratios for each isoform pair (downstream - upstream) and plotted the medians as a function of inter-isoform distance (red circles in Figure 4B).

Inter-cluster regions were grouped according to the distance between cluster-bounding isoforms (position of the 5’-most isoform of downstream cluster – position of the 3’-most isoform of upstream cluster). For each inter-cluster region, we calculated the percent difference in the R749H/wild-type expression ratios of the cluster-bounding isoforms that define it and plotted the median percent difference as a function of inter-isoform distance (blue diamonds in Figure 4B).

### Cluster-independent analysis of mutant/wild-type isoform utilization as a function of distance

Using the combined yeast (‘slower’/wild-type and ‘slow’/wild-type) and mammalian (R749H/wild-type) datasets from above, we assigned all neighboring isoform pairs (i.e. any two same-gene isoform pairs that don’t have any other major isoforms between them) into groups based on the distance (in nt) between them. For each isoform pair, we computed the difference in downstream - upstream isoform utilization ratios (downstream mutant/wild-type expression ratio minus upstream mutant/WT expression ratio) and plotted the median utilization difference within each group as a function of spacing between isoform (Figure 5).

### DNA sequence composition downstream of clusters linked to cluster formation

In each of the *S. cerevisiae* combined datasets (‘slower’/wild-type, ‘slow’/wild-type, ‘fast’/wild-type, and ‘faster’/wild-type), we examined the relationship of sequence composition in the vicinity of clusters where data quality surpassed |R|>0.5 to cluster formation. Specifically, we computed the correlations of GC content to cluster slopes in 10-nt sliding windows across sequences either directly upstream (−100 to –1 relative to 5’-most isoform position) or directly downstream (+1 to +100 relative to 3’-most isoform position) of clusters. In each region (−100 to –1 or +1 to +100), we also computed P values for the significance of the correlation at each window position. For the downstream region (+1 to +100), Pearson R (blue; left axis) and multiple hypotheses-corrected p values (red; right axis) were plotted as a function of window position for all four datasets (Figure 6A). Analysis of upstream sequences (−100 to –1) yielded R values close to 0, none of which was significant. Likewise, an analysis of GC composition within clusters did not result in any statistically significant R values. Finally, we were unable to find any relationship between cluster slopes and sequence composition in the mammalian data using an identical approach.

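In the human data, the slope of the R749H:wild-type ratio along each of 494 clusters with |R| above 0.5 was correlated across clusters with the GC content of windows of 10 nt, and clusters are not independent replicates. Downstream of the last isoform, r across the 91 windows up to 100 nt away lay between -0.0660 and 0.0902. The largest, at 86 to 95 nt downstream, had an unadjusted p of 0.0453 (two-sided permutation test with 100000 permutations) and an adjusted p of 0.999 by the Benjamini-Hochberg method over the 91 windows. It was the only downstream window with an unadjusted p under 0.05. With |R| above 0.6 in place of 0.5, 383 clusters remained and the largest r was 0.107 (adjusted p = 0.931), and with no criterion on R it was 0.0690 across 1084 clusters. Upstream, the window from -26 to -17 nt had the largest r, -0.102 (adjusted p = 0.981).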

To more explicitly show the relationship between GC content at +13 to +30 is and cluster slopes, we first individually separated all cluster slopes for ‘slower’/wild-type, ‘slow’/wild-type, ‘fast’/wild-type, and ‘faster’/wild-type into quintiles. Next, we computed the percent change in GC content at +13 to +30 for each cluster by comparing its GC composition at +13 to +30 to the median GC content at the equivalent genomic positions within 3’ UTRs. We then plotted the average percent change in GC content for all clusters of a given category within each quintile (Figure 6B), with the quintiles ordered from left to right by increasingly positive slope.

### eNETseq Pol II occupancy downstream of mammalian poly(A) sites

eNETseq (Fong et al., 2022), a modified version of mNET-seq (Nojima et al., 2015) was performed on HEK293 Flp-in TREX cells expressing the wild-type or the slow R749H Rpb1 with N-terminal Avitag after induction with doxycycline (2.0 μg/ml) for 24 hr. The modifications include the following: (1) optimized MNase (NEB) digestion conditions were performed in 50-mM Tris pH 7.9, 5 mM CaCl_2_, and 250 mM NaCl with 40,000 units/ml for 2 min at 37°C in a thermomixer; (2) after washing the IPs, the beads were treated with a combination of mutant T4 PNK + ATP to phosphorylate 5’ OHs and recombinant *Schizosaccharomyces pombe* decapping enzyme Dcp1-Edc1-Dcp2 (75 ng/μl) (Paquette et al., 2018) to convert caps to 5’ PO_4_ so that transcript 5’ ends can be included in eNETseq libraries; and (3) 12-base unique molecular identifiers were incorporated during library construction to permit unambiguous elimination of duplicates.

eNETseq was performed using ~3–9 × 10^7^ cells (2–6 15 cm plates) per sample. Nuclei were extracted with 20-mM HEPES pH 7.6, 300-mM NaCl, 0.2-mM EDTA, 7.5-mM MgCl_2_, 1% NP-40, and 1 M urea prior to solubilization by MNase digestion. Immunoprecipitation was carried out with rabbit anti-Avitag (Genescript A00674) coupled to protein A Dynabeads. After washing the IPs, on-bead decapping and phosphorylation were performed in a 30 μl reaction with 5 units T4 PNK 3’ phosphatase minus (NEB), 2.25-μg GST-Dcp1-Edc1-Dcp2, and 1-μl murine RNase inhibitor in 50-mM Tris HCl pH 7.5, 100-mM NaCl, 5-mM MgCl_2_, 1-mM DTT, and 0.01% NP-40 at 30°C for 30 min in a Thermomixer. RNA was extracted in Trizol (200 μl), and libraries were generated with QIA miRNA kit seq (Qiagen).

### Pol II occupancy analysis downstream of mammalian poly(A) and intronic decoy sites

eNETseq libraries were sequenced on an Illumina NovaSeq 6000 (2×150). Adapters were trimmed using cutadapt (v2.3), and reads were aligned to the hg38 human genome using Bowtie2 (v2.3.2) (Langmead and Salzberg, 2012). PCR duplicates were removed using UMI-tools (v0.5.4) (Smith et al., 2017), and read coordinates were collapsed to a single base pair coordinate corresponding to the RNA 3’ end. Reads were filtered to only include those with a mapping quality score >10, and to remove reads that did not align within 5 kb of a protein coding gene, or that aligned to a snoRNA gene. eNETseq datasets were downsampled so that libraries being compared had the same number of aligned and filtered reads.

To analyze Pol II density in the vicinity of poly(A) sites, we selected all READS poly(A) sites (2989 in total) that contained, in both wild-type and R749H cell lines, ≥20 eNETseq reads within 100 nt of the polyadenylation site and ≥1 read in the first 100 nt downstream of each site. We then computed the percent AT content at each position (–100 to +100) for the 2989 poly(A) sites and plotted the AT composition signal (blue line) alongside the Pol II occupancy in cells harboring wild-type Pol II (black line) or the slow R749H Pol II (red line) (Figure 7A).

For the intronic control regions (Figure 7B), we first selected all instances of AATAAA in introns >10 kb in length and then filtered out all regions with <10 reads (±100 nt of AATAAA) in both wild-type and R749H Pol II. We then re-centered the AATAAA sequence to –25 to –20 relative to the decoy cleavage site and eliminated any regions that possessed zero reads downstream (+1 to + 100) of the decoy cleavage site. Next, we computed the median AT composition at each position (±100 relative to the decoy cleavage site) in remaining 15,865 decoy intronic AATAAA-containing regions. The median AT composition is depicted in blue alongside the eNETseq Pol II occupancy in cells harboring wild-type (black lines) and R749H Pol II (red lines) (Figure 7B).

## Data Availability

Sequencing data for the yeast experiment have been previously deposited in GEO (GSE151196). Sequencing for the human experiment has been deposited in GEO (GSE214095). The following dataset was generated: GeisbergM FongE BentleyS 2022Nucleotide-level linkage of transcriptional elongation and polyadenylationNCBI Gene Expression OmnibusGSE21409510.7554/eLife.83153PMC972161936421680 The following previously published dataset was used: Geisberg, Moqtaderi, and Struhl 2020The transcriptional elongation rate regulates alternative polyadenylation in yeastNCBI Gene Expression OmnibusGSE15119610.7554/eLife.59810PMC753200332845240

# Supplementary material for: Nucleotide-level linkage of transcriptional elongation and polyadenylation
**Source:** eLife. 2022 Nov 24;11:e83153. doi: 10.7554/eLife.83153
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | All materials used in this paper have been previously published. | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Reagent information is given in the Materials and Methods section. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Cell line information is given in the Materials and Methods section. |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Experimental organisms were yeast strains and human cell lines as described in the Materials and Methods. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Replicate information is given in the Materials and Methods section |  |
| Define whether data describe technical or biological replicates. | Replicate information is given in the Materials and Methods section |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Tests performed were mentioned in the and Results section. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Noted in the Materials and Methods section. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | New data sets have been deposited in GEO (accession #GSE214095). |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Previously published data analyzed here are available in GEO (accession #GSE151196). |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Programs used are cited in the Materials and Methods |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

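Poly(A) RNA of HEK293 Flp-in TREX cells expressing α-amanitin resistant wild-type Rpb1 (5 replicates) or R749H Rpb1 (4 replicates) was measured by 3’ READS. The authors trimmed, truncated and mapped the reads to hg19, kept reads with non-templated As, and assigned 3’ ends to CCDS stop codons up to 5 kb upstream. The signal values, as deposited by the authors, are reads per isoform that the authors scaled to 7 M poly(A) reads per replicate, and to 25 M for the pooled replicates of a cell line. Each library's values were divided by their smallest step to recover whole reads, and the result was checked on every library and against the pooled values. Read numbers within 5 kb were 2479851 to 10135014 per wild-type library and 3863468 to 6475987 per R749H library. The 4 eNETseq libraries of the same study are not analysed here, nor are the yeast experiments.

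Isoforms were kept as the paper describes for mammalian cells, from the pooled scaled values. The results of the paper apply the 5-read minimum where both cell lines have fewer than 100 reads and its methods where either does, and both was used, with either as an alternative. In both cell lines, an isoform exceeded 5% of the gene's maximally expressed isoform, or held at least 5 reads where that isoform had fewer than 100 reads. Clusters joined isoforms no more than 4 nt apart, and clusters of at least 4 isoforms were used. For the ratios within clusters, |R| above 0.6 was required of the correlation between the R749H:wild-type ratio and position. Median ratios were taken at spacings of 1 to 14 nt within clusters and 5 to 20 nt between clusters, and least squares slopes were fitted with the same weight for each spacing. Adjacent isoforms were grouped at spacings of 1, 2 to 4, 5 to 12 and 13 to 50 nt.

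Each of these measures was tested on 1 value per library, computed from log2 downstream/upstream reads after 0.5 reads were added in proportion to depth. The 4 R749H and 5 wild-type values were compared by a two-sided exact permutation test over all 126 splits, whose smallest p is 0.0159. The criterion on R was not applied in these tests. Shifts of clusters and genes, as log2 odds of reads downstream of the pooled median position, and gene expression, as log2 reads with TMM factors and filterByExpr, were tested with limma, because the values are scaled and limma is the test that was set for values that are not counts. The p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. The tests of shifts required a mean of at least 20 reads per library. GC content was taken in windows of 10 nt from GRCh37, up to 100 nt on either side of clusters with |R| above 0.5, and tested with 100000 permutations. Clustering of isoforms was compared with 1000 random placements of the same number of isoforms in each gene.

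The genes to be named were fixed by a rule: RPSAP58, and, among those past the threshold with every R749H library on one side of every wild-type library, the 3 clusters and the 2 genes with the largest change in each direction, for shifts and for expression. RPSAP58 is not analysed here. No cluster passed with limma. Genes and clusters outside the rule are marked where they are named.

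The alternatives were another maximal isoform spacing (3, 5, 6, 7 and 8 nt), no criterion on R or |R| above 0.7, isoforms above 10%, at least 20 reads per isoform, genes with at least 1000 reads, pooled reads without scaling, equal weight of replicates, isoforms assigned to one gene only, libraries thinned to the smallest, a prior count of 0.1, genes divided into groups of equal number by 3’ UTR length, DESeq2 in place of limma, RLE factors in place of TMM, no filter on low counts, a mean of at least 50 reads or none, division at the midpoint between the first and last isoform, a replicate block for replicates 1 to 4, and each library left out in turn. Alternatives chosen after the data were seen were all isoforms with at least 5 reads, equal weight of pairs, the 5-read minimum where either cell line has fewer than 100 reads, a linear scale for correlations, edgeR on the recovered reads, the authors' scaling alone and libraries thinned to the smallest for gene expression, and the comparison of mean ratios at 5 to 14 nt within clusters on its own. The isoform and gene tests were repeated on 100 of the 126 splits of the libraries, drawn with a fixed seed. The tests were also tried on simulated data. Of changes planted at a log2 size of about 1, limma recovered 73 of 100 clusters, 80 of 200 genes with shifted isoforms and 163 of 189 genes with changed expression, with 7.59%, 5.88% and 6.32% of the calls false. With a planted log2 slope of -0.01 per nt, the comparison at 5 to 14 nt passed p under 0.05 in 19 of 20 simulations, the comparison of slopes in 3 of 20 with equal weight of spacings and 15 of 20 with equal weight of pairs, and the mean position in 20 of 20. With no planted slope, these comparisons passed in 0, 1, 1 and 0 of 20 simulations in the same order. The libraries of these slope simulations were drawn from 1 pooled profile and varied by counting noise only. The real replicates varied by more than that, so these pass rates do not give the power or the false passes in the real data.

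The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.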

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

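Of the tests below, those on the splits of the chromosome medians, on the GC content of the median of chromosome 20, on the GC content of wild-type replicate 1 and on the depth of the libraries for gene expression were set before their results were seen, though the medians and the number of genes called had been seen. All others were chosen after the result was seen, including the runs of 25 genes and the minimum of 50 genes per chromosome. A library was singled out when its gap to the nearest of the others in its group, divided by the range of the group, passed Dixon's 95% critical value for that number of libraries. Of 93 groups tested, 12 held such a library, where 4.65 are expected by chance, and the 7 that concern chromosome medians of a single library are not independent of each other.

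The paper does not report gene expression from these libraries. With limma, 2447 of 9681 genes differed between R749H and wild-type cells at an adjusted p under 0.05, of which 1349 were lower and 1098 higher in R749H cells. The change exceeded 1 on the log2 scale for 1258 of them, and in 1666 every R749H library lay on one side of every wild-type library. Of all genes tested, 19.9% were separated in this way, where 1.59% are expected by chance. As many genes were called in 1 of the 100 splits of the 9 libraries, the real one, and the most in another split was 795. The depth of the libraries is argued against as the cause, since 1553 of the genes were called again with every library thinned to the reads of the smallest, where 1632 of 8163 genes were called. GC content is argued against as the whole cause, since 2297 of the genes were also called after the trend with GC content was removed from each library. A single scaling factor per library moves all genes one way, and the number called in each direction depends on it. With the authors' scaling alone, chosen after the data were seen, 3247 genes were called, 85.7% of them lower. The median of all genes then moved by -0.33. Genes were still called in both directions, with 463 higher by that scaling and 1098 higher by TMM factors. A single factor is therefore argued against as the whole cause, but the balance of directions decides nothing. Each Rpb1 derivative was expressed in a separate cell line, so other differences between the lines stay open beside slow elongation. Slow elongation was not tested, and of the other differences only copy number was, through the order of genes on the chromosomes (below).

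The genes named by the rule show large changes. BTG3 on chromosome 21 had no reads in any wild-type library and 122 ± 24.4 CPM (SD, n = 4) in R749H libraries. The mean is at least 211.5-fold higher when 3 reads, on average 0.577 CPM in wild-type libraries, are taken as the limit of detection. The lowest R749H library had 102.9 CPM, and the highest wild-type limit was 0.963 CPM. ZNF22 on chromosome 10 rose from 0.235 ± 0.417 (SD, n = 5) to 19.4 ± 2.75 CPM (SD, n = 4), a fitted log2 change of 4.90 (adjusted p = 1.7e-07 by limma) that depends on the prior count, with 6.93 by edgeR and 7.19 by DESeq2. ATP5A1 on chromosome 18 fell from 42.1 ± 4.75 (SD, n = 5) to 2.09 ± 1.28 (SD, n = 4), a log2 change of -4.17 (adjusted p = 3.63e-08 by limma) that stayed between -4.44 and -3.86 with 1 library left out. TMEM19 on chromosome 12 fell from 30.8 ± 12.0 (SD, n = 5) to 2.85 ± 2.65 (SD, n = 4), a log2 change of -3.66 (adjusted p = 6.86e-05 by limma) that ranged from -4.17 without R749H replicate 1 to -2.90 without R749H replicate 3. In wild-type replicate 1, ZNF22 lay apart from the other wild-type libraries at 0.963 CPM. In this library, which has the fewest reads, that value lies at the limit of detection of 3 reads, and no explanation was tested.

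The changes in expression differed between chromosomes. The median log2 change of the 263 genes of chromosome 20 was 0.50, with 113 genes called higher and 14 lower, and every R749H library lay above every wild-type library (two-sided exact permutation test, unadjusted p = 0.0159, the smallest it can give). The median was -0.41 on chromosome 17 (628 genes, 204 called lower and 53 higher) and -0.45 on chromosome 18 (142 genes, 37 called lower and 2 higher). The SD of the medians of 23 chromosomes was 0.174, which 1 of 100 splits reached, the real one, and the highest among the other splits was 0.14. With the trend with GC content removed, every median rose, by 0.067 to 0.10, so that chromosome 20 lay at 0.59, chromosome 17 at -0.33 and chromosome 18 at -0.38. The SD was then 0.176, so this trend is argued against as the cause of the differences between chromosomes. A single factor per library moves all chromosomes alike, whereas every R749H library lay below every wild-type library on 6 chromosomes and above on 2. Segments with another copy number in the 2 cell lines predict that genes that changed alike lie side by side. Runs of 25 neighbouring genes moved further from the chromosome median than in 1000 random orders of the genes on 2 of 23 chromosomes at an adjusted p under 0.05. These were chromosome 12 (adjusted p = 0.0230, permutation of gene order) and chromosome 17 (adjusted p = 0.0460, permutation of gene order). The runs furthest from 0 were 58002935 to 65269568 on chromosome 12 (median -0.92) and 46627696 to 48458300 on chromosome 17 (median -1.03). The p-values were not computed for these runs as such. A difference in copy number may therefore contribute, as a hypothesis found and tested on the same data, since genomic DNA was not measured. The test of neighbours could not reveal a change of a whole chromosome, and no run passed on chromosomes 18 and 20. Chromosomes 17, 18 and 20 hold 423 of the called genes and the others hold 2024.

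R749H replicate 3 held few isoforms with a single read, 6.60% against 34.6% to 35.3% in the other R749H replicates. Thinned to the same 2479851 reads, it held 39584 isoforms, against 59585 to 61489 in the other R749H replicates, so lower depth is argued against as the cause. A minimum of reads per isoform is argued against by the 2709 isoforms with a single read. Above 1 read, its isoforms most often had 5 reads, whereas in every other library they most often had 2. This is what few molecules amplified many times could give, and the paper's text names no molecular identifiers that would test it. No biological explanation was tested. In the same replicate, the mean log2 downstream/upstream reads of adjacent isoforms 13 to 50 nt apart was 0.13, against -0.15 to -0.11 in the other R749H replicates, and no explanation was tested. In wild-type replicate 2, the log2 slope on spacing within clusters was -0.013 per nt, against -0.030 to -0.027 in the other wild-type replicates, and no explanation was tested.

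In wild-type replicate 1, the median log2 expression relative to the mean of all wild-type libraries lay apart from the other wild-type libraries on 7 chromosomes, with 0.10 on chromosome 4, 0.12 on chromosome 5, -0.073 on chromosome 6, 0.11 on chromosome 10, 0.13 on chromosome 13, 0.097 on chromosome 14 and -0.076 on chromosome 17. For the relation with GC content, each library was taken relative to the mean of the others in its group. The medians of wild-type replicate 1 across 23 chromosomes then had a correlation of -0.868 with the GC content of their genes, the furthest from 0 of the 9 libraries, the next being 0.832 in wild-type replicate 2. Across genes, the correlation was -0.356. A bias with GC content may explain the pattern, though other libraries show nearly as strong a relation, and chromosomes are not independent replicates.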

How the results depend on the processing

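The alternatives were set before the data were examined, except those said to have been chosen after the data were seen. For summary results, 209 values under an alternative kept their direction and their side of the threshold, 15 were weaker, 6 stronger, 17 moved and 20 reversed. For named genes, 92 stayed and 26 were weaker, with none reversed. The causes of the changes were not tested unless stated. Restriction to isoforms downstream of the stop codon was not run, since all positions already lie downstream, and limma on log2 odds, set as an alternative, became the test itself.

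The slope of the median ratio within clusters, 0.0151 per nt, reversed to -0.0126, -0.0086, -0.0064 and -0.011 with a maximal isoform spacing of 5, 6, 7 and 8 nt, to -0.0017 without the criterion on R, to -0.0086 with isoforms above 10% and to -0.0039 in genes with at least 1000 reads. It also reversed to -0.0238 with all isoforms of at least 5 reads and to -0.0074 with equal weight of pairs, both chosen after the data were seen. Of its 18 alternatives that kept all libraries, 2 had p under 0.05 in the exact permutation test, a spacing of 8 nt (p = 0.0476) and equal weight of pairs (p = 0.0159). Between clusters, the slope reversed to -0.0014 with at least 20 reads per isoform and to -0.0027 with libraries thinned. The change within clusters set against that between clusters, -0.018, reversed to 0.0064 with at least 20 reads and 0.0045 with isoforms above 10%, and passed the threshold with libraries thinned (-0.037) and with all isoforms of at least 5 reads (-0.030). The mean position, -0.023 nt, passed it with at least 20 reads (-0.0175) and with a spacing of 5, 7 or 8 nt (-0.0440, -0.0399 and -0.0460). The mean ratio at 5 to 14 nt within clusters kept its direction under all 15 alternatives with all libraries, but lost p under 0.05 with a spacing of 3 nt (-0.057), isoforms above 10% (-0.042), at least 20 reads (-0.040), isoforms assigned to one gene only (-0.055) and a prior count of 0.1 (-0.074).

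Among adjacent isoforms, the median at 1 nt reversed to 0.0015 in genes with at least 1000 reads, and that at 13 to 50 nt was 0 with all isoforms of at least 5 reads, a setting under which the slope in the longest 3’ UTRs reversed to -0.0315. The replicate correlations rose to 0.944 for wild-type and 0.944 for R749H with at least 10 reads, and to 0.979 and 0.982 on a linear scale. DESeq2 called 1 cluster. The number of genes shifted, 6, became 35 with DESeq2, 12 with edgeR on recovered reads, 2 with division at the midpoint, 3 with isoforms assigned to one gene only and 3 with the replicate block. The block used replicates 1 to 4 and so left out wild-type replicate 5. With the same 8 libraries and no block, 0 genes passed and 417 had an unadjusted p under 0.05. Replicates of the same number did not share deviations from their group (r across genes -0.073, 0.055, 0.0085 and -0.10). Under the block, FOXP4 (1.73), RHPN1 (-1.55) and NDUFA7 (-1.52) kept their direction and lost the threshold. The number of genes with changed expression lay between 1632 with libraries thinned and 3247 with the authors' scaling, both chosen after the data were seen.

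Across the 9 fits that each left out 1 library, the slope within clusters ranged from -0.0181 without R749H replicate 3 to 0.0383 without R749H replicate 1, and was -0.0137 without wild-type replicate 4. That between clusters ranged from -0.00055 to 0.0024. The within against between comparison ranged from -0.039 without R749H replicate 3 to 0.013 without R749H replicate 1, the mean position from -0.034 to -0.0012 nt, the latter without R749H replicate 1, and the mean ratio at 5 to 14 nt from -0.060 to -0.017, the latter without R749H replicate 1. This replicate acts partly through the choice of isoforms. Without it, 2256 of the isoforms were lost and 416 gained, and with the isoforms kept the mean ratio at 5 to 14 nt was -0.051 without it and the within against between comparison -0.0091. Adjacent isoforms ranged from -0.0136 to -0.0035 at 1 nt, -0.0097 to 0 at 2 to 4 nt, -0.0180 to -0.0116 at 5 to 12 nt and -0.0222 to 0 at 13 to 50 nt, with both zeros without R749H replicate 1. The number of clusters shifted was 0 in each fit, with 41 to 71 at an unadjusted p under 0.05. The number of genes shifted ranged from 0 without wild-type replicate 3, with 372 at an unadjusted p under 0.05, to 7 without R749H replicate 1, and that of genes with changed expression from 1697 without R749H replicate 2 to 2825 without R749H replicate 1.

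The widest spacings rest on few pairs, since 12 to 14 nt within clusters hold 16 pairs.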

Differences from the paper's values

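Values that only a figure of the paper shows were read by eye. A value is said to be close to the paper's when it lies within a factor of 1.5 of it, and for adjacent isoforms is also negative. The median ratio within clusters at a spacing of 13 nt was 1.25 over 9 pairs, against the paper's about 0.73 in Figure 4B, read by eye. Of 23 alternatives set before the data were examined, 12 came close to the paper's value, all still above it: a maximal isoform spacing of 5 nt (0.854), 6 nt (0.897), 7 nt (1.07) or 8 nt (0.872), genes with at least 1000 reads (0.836), no criterion on R (0.915), isoforms above 10% (0.872), and leaving out wild-type replicate 4 (0.902), wild-type replicate 5 (0.941) or R749H replicate 1 (0.843), 2 (0.867) or 3 (0.774). The other 11 did not come close. At 14 nt the median was 1.30 over 3 pairs, against the paper's about 0.57 in Figure 4B, read by eye. Of 21 alternatives, 4 came close, all still well above the paper's value, a spacing of 7 nt (0.805) or 8 nt (0.831) and leaving out R749H replicate 3 (0.843) or wild-type replicate 4 (0.809), and the other 17 did not.

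For adjacent isoforms, the median difference in ratio at a spacing of 1 nt was -0.00545, against the paper's about -0.023 in Figure 5B, read by eye. At 2 to 4 nt it was -0.00657, against the paper's about -0.029 in Figure 5B, read by eye. None of the 17 alternatives set before the data were examined came close at these spacings. At 5 to 12 nt it was -0.0141, against the paper's about -0.028 in Figure 5B, read by eye, and 3 of 17 alternatives came close, all with a smaller decrease: at least 20 reads per isoform (-0.0201), genes with at least 1000 reads (-0.0197) and equal weight of replicates (-0.0220). At 13 to 50 nt it was -0.0130, against the paper's about -0.033 in Figure 5B, read by eye, and 3 of 17 alternatives came close: genes with at least 1000 reads (-0.0437), libraries thinned to the smallest (-0.0326) and leaving out wild-type replicate 5 (-0.0222).

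The mean number of poly(A) reads per replicate, from the authors' scaling, was 5.95 M, against the paper's average of 30 M reads per biological replicate. The recovered reads are those left after mapping and the filter on non-templated As, and the paper does not say at which step its number was taken. No alternative applies to this number.

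The paper describes a continuous decrease of the median ratio with spacing within clusters. The slope over 1 to 14 nt was 0.0151 per nt, and that over the spacings with at least 20 pairs, 1 to 10 nt, was -0.0119 per nt. A negative slope over 1 to 14 nt was also reached with a maximal isoform spacing of 5 to 8 nt, without the criterion on R, with isoforms above 10%, in genes with at least 1000 reads, without wild-type replicate 4, without R749H replicate 3, and with all isoforms of at least 5 reads or equal weight of pairs, the last 2 chosen after seeing the values. The correlations between replicates in Figure 4—figure supplement 1 are matched on a linear scale, on which r was 0.933 to 0.998 for wild-type and 0.964 to 0.99 for R749H replicates, and are higher than those on the log10 scale.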

Other observations

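The comparison of isoform positions with random positions was set before the data were examined. All other tests below were chosen after the result they concern had been seen.

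The counts of splits below are out of 100 drawn splits of the 9 libraries into groups of 4 and 5, the real one included. With 0 shifted clusters at an adjusted p under 0.05 in the real split, all 100 gave as many, so this count decides nothing. Of the 100 splits, 5 gave as many as 60 clusters at an unadjusted p under 0.05. As many shifted genes as the real 6 were called in 1 of the 100, the real one, whereas as many as the real 460 at an unadjusted p under 0.05 were found in 2, with 468 in the other split. A median ratio at 5 to 14 nt as low as 0.940 in clusters with |R| above 0.6 was found in 9 of 100, one as low as 0.976 in all clusters in 3, and a slope as low as -0.0238 with all isoforms of at least 5 reads in 2. A slope as high as 0.0151 with the isoforms of the paper was found in 31. Median differences of adjacent isoforms as low as the real ones were found in 24, 11, 8 and 16 of the 100 from the shortest to the longest spacing. The criterion on R selects clusters by the split itself, so a ratio under 1 in these clusters alone can arise in a split of the libraries by chance.

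Among all tested clusters, 55.6% had a lower downstream share in R749H cells, with a median log2 odds change of -0.043, and among all tested genes 55.9%, with a median of -0.056. Of the clusters, 2.09% had every R749H library on one side of every wild-type library, and of the genes 3.35%, where 1.59% are expected by chance. The cluster with the smallest p, which shifted downstream and is named after its values were seen, lies in PSMD1 on chromosome 2 from 232037462 to 232037475. Its downstream share was 12.4% ± 1.28 (SD, n = 4) in R749H and 7.16% ± 1.11 (SD, n = 5) in wild-type cells, a log2 odds change of 0.87 (standard error 0.17, adjusted p = 0.222 by limma).

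POLR2A, which encodes Rpb1, was examined after its values were seen. It had 369 ± 115 CPM (SD, n = 4) in R749H and 84.7 ± 26.1 (SD, n = 5) in wild-type cells, a log2 change of 2.12 (adjusted p = 5.4e-06 by limma) that stayed between 1.95 and 2.29 with 1 library left out. Its 24 neighbours on chromosome 17 had a median change of -0.61, in the other direction, so the copy number of its chromosome is argued against as the cause. Reads of the integrated and of the endogenous gene were not separated.

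The paper describes clustering of isoforms beyond chance in yeast. In the human cells, 18.1% of 28430 common isoforms of 7809 genes lay in clusters of at least 4, against 14.2% when as many positions were drawn at random in each gene's end zone, with 14.8% at most in 1000 draws (one-sided permutation test, p = 0.000999, the smallest they can give). With a maximal isoform spacing of 3 nt the share was 13.6%, against 11.5% at random, with 12.1% at most in 1000 draws. With 7 nt it was 26.5%, against 18.1% at random, with 18.5% at most.

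Of the maximally expressed isoforms of 11033 CCDS entries, 68.0% had AATAAA and 84.7% had AATAAA or ATTAAA in the 50 nt before the 3’ end. Upstream of the end, AT content was highest 18 nt away, at 85.6% (offset -18), and over all offsets it was highest at the base after the end, at 93.1% (offset 1). The last base was A at 0% of 31654 common isoforms and the next genomic base was A at 74.2%. The 0% is fixed by the processing, since all leading Ts of a read were removed before mapping. Any genomic A at the end is thereby counted after it, which can raise both the 74.2% and the AT content at offset 1. These values therefore do not give the base at which cleavage occurred.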
